# Angptl8 mediates food-driven resetting of hepatic circadian clock in mice

**DOI:** 10.1038/s41467-019-11513-1

**Published:** 2019-08-06

**Authors:** Siyu Chen, Mengyang Feng, Shiyao Zhang, Zhewen Dong, Yifan Wang, Wenxiang Zhang, Chang Liu

**Keywords:** Physiology, Endocrinology

## Abstract

Diurnal light-dark cycle resets the master clock, while timed food intake is another potent synchronizer of peripheral clocks in mammals. As the largest metabolic organ, the liver sensitively responds to the food signals and secretes hepatokines, leading to the robust regulation of metabolic and clock processes. However, it remains unknown which hepatokine mediates the food-driven resetting of the liver clock independent of the master clock. Here, we identify Angptl8 as a hepatokine that resets diurnal rhythms of hepatic clock and metabolic genes in mice. Mechanistically, the resetting function of Angptl8 is dependent on the signal relay of the membrane receptor PirB, phosphorylation of kinases and transcriptional factors, and consequently transient activation of the central clock gene *Per1*. Importantly, inhibition of Angptl8 signaling partially blocks food-entrained resetting of liver clock in mice. We have thus identified Angptl8 as a key regulator of the liver clock in response to food.

## Abstract (web summary)

The circadian clock regulates rhythms of behavior and physiology and the timing of circadian rhythms in liver is influenced by food intake. Here, the authors identify the hepatokine Angptl8 as a mediator of liver clock food entrainment.

## Introduction

Mammalian circadian clocks precisely control the rhythms of behavior and physiology, and can be reset by various environmental signals. While the light–dark (LD) cycle resets the master clock, timed food intake is a potent synchronizer of peripheral clocks^1^. In mammals, the circadian clock system comprises ubiquitously expressed cellular interconnecting transcriptional–translational loops of clock genes/proteins^2^. In the core loop, the transcriptional activators of circadian locomotor output cycles kaput (CLOCK) and brain and muscle ARNT-like 1 (BMAL1) form heterodimers that activate the expression of repressors, encoded by three Period (Per 1–3) and two Cryptochrome (Cry 1/2) genes. Towards the end of the day, PER and CRY protein complexes translocate into the nucleus and inhibit CLOCK/BMAL1-mediated transcription. Due to their instability, the protein and mRNA abundance of these repressors rapidly decreases below the threshold required for autorepression, clearing the way for a new cycle^3–5^. In addition, the orphan nuclear receptors of the retinoic acid receptor-related orphan receptor (ROR) and REV-ERB families are also implicated in the control of circadian clock function^6^.

Epidemiological investigations have indicated that prolonged light exposure or rotating shift work is closely correlated to an elevated risk for developing various diseases, including cancer, cardiovascular disease, immune deficiency, and metabolic disorders^7^. These observations suggest that altered sleep/wake schedules may disrupt endogenous circadian clock systems through the mistimed resetting of certain time givers, the so called Zeitgebers. The external LD cycle is the most dominant Zeitgeber to reset the central circadian pacemaker located in the hypothalamic suprachiasmatic nucleus (SCN). The SCN receives light information from the retina and generates central clock signals upon light stimulation to drive slave oscillators distributed in various peripheral tissues through behavioral and neuroendocrine transmitters^1,8^. Unsurprisingly, the SCN itself is only responsive to photic timing signals^8^. However, feeding rhythms and nutritional signals play a key role in the regulation of peripheral clock function. Time-restricted feeding (e.g. food access is limited within the normal rest phase of an organism) uncouples peripheral clocks from the SCN for adaptation to the new timing of food availability^9^. This uncoupling might importantly contribute importantly to the pathogenesis of metabolic diseases found in people with abnormal life routine styles^10^. Animal studies also demonstrated that food intake during the normal rest phase promotes obesity in rodents^11^. However, the mechanisms of food-dependent peripheral clock resetting has not been thoroughly elucidated to date. Specifically, as the largest metabolic organ, the liver sensitively responds to the food signals and secrets hepatokines, leading to the robust regulation of metabolic and clock processes^12–14^. For example, fibroblast growth factor (FGF) 21 is a liver-secreted, insulin-responsive factor that regulates glucose and lipid metabolism^15^. The overexpression of FGF21 in mice increases systemic glucocorticoid levels, suppresses physical activity and alters circadian behavior. However, mice lacking the gene encoding β-Klotho (Klb) in the SCN are refractory to these effects, suggesting that the diverse physiologic and pharmacologic actions of FGF21 are still mediated by the nervous system^16–18^. In contrast, the entrainment of peripheral clocks is independent on the SCN, and complex foods show much stronger effects on the phase resetting compared to carbohydrate intake, indicating that other factors must be involved^19^. These remaining questions prompt us to identify hepatokines that mediate the food-driven resetting of the liver clock, independent of the master clock.

To answer these questions, we cluster high-throughput RNA sequencing results from liver samples collected in mice subjected to an overnight fasting or constant darkness (DD) and find that the hepatokine Angptl8 shows daily fluctuation in both the liver and serum of mice. Angptl8 (also known as betatrophin, Lipasin, and C19orf80) belongs to the angiopoietin-like protein family, which includes 8 proteins structurally similar to the angiopoietins and are involved in the regulation of lipid metabolism, inflammation, cancer cell invasion, and hematopoietic stem activity^20–23^. While Angptl8 is highly enriched in the liver and adipocytes of mice, this protein is exclusively expressed in the liver of humans^24,25^. Angptl8 has been shown to play critical roles in the development of various metabolic diseases. For instance, the serum levels of Angptl8 protein are increased in type 1/2 diabetic patients, and are also positively correlated with total cholesterol (TC), LDL cholesterol and apolipoprotein B levels in morbidly obese subjects and individuals with type 2 diabetes^26,27^. Upon administration of a high-fat diet, Angptl8 mRNA is induced in the liver and brown and white adipose tissues of mice. Consistently, Angptl8 overexpression by adenoviruses in mice increases serum triglyceride (TG) levels^24^. In addition to the metabolic functions of Angptl8, a recent study reports that this factor is rhythmically expressed in the mouse liver under the control of glucocorticoid signaling and LXRα pathway, raising the possibility that Angptl8 is involved in the regulation of diurnal oscillation of metabolic processes^28^.

In the present study, we find that intraperitoneal (i.p.) injection of recombinant Angptl8 in mice alters diurnal rhythms of locomotor activity, as well as hepatic clock and metabolic genes. In addition, Angptl8-shock induces the rhythmic expression of clock genes in mouse Hepa1c1c-7 hepatoma cells. Mechanistically, the resetting function of Angptl8 is dependent on the signal relay of the membrane receptor PirB, phosphorylation of kinases and transcriptional factors, and consequently transient activation of the central clock gene *Per1*. On the other hand, as the liver is the major site for Angptl8 expression and secretion, we construct mice with liver-specific Angptl8 knockdown by using adeno-associated virus serotype 8 (AAV8) system harboring an Angptl8 shRNA. We find that liver-specific Angptl8 knockdown partially attenuates food-entrained resetting of liver clock in mice. Similar results are observed when circulating Angptl8 is quenched by Angptl8-neutralizd antibody. Thus, Angptl8 is a key regulator of the liver clock in response to food.

## Results

### Angptl8 responses to food signals and peripheral clocks

To address the question mentioned above, we performed transcriptional profiling in livers dissected from mice subjected to fasting/refeeding cycles or DD for 6 weeks by using high-throughput RNA sequencing. These analyses revealed a cluster of six rhythmically expressed genes that were regulated by food signals (Fig. 1a, b, Supplementary Data 1–3, Supplementary Table 1–4). Moreover, all of six genes could be reversed by restricted feeding in the mouse liver (Fig. 1c and Supplementary Fig. 1a–f). In particular, Angptl8 is a unique protein that contains an extracellular region and can be secreted into circulation as a hepatokine^24,29^. This protein has also attracted much attention in recent years due to its diverse functions in the regulation of lipid and glucose homeostasis^30^. 

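Livers of male C57BL/6J mice from 9 conditions were sequenced, and the livers of each condition were pooled into 1 polyA+ library. Every condition is therefore represented by 1 library, and no difference between conditions has a replicate check. The 3 libraries of the fasting/refeeding experiment came from mice fed ad libitum, mice fasted for 16 h from ZT9 to ZT1 (ZT, zeitgeber time, hours after lights on) and mice refed for 20 h after a 16-h fast. The harvest times of the ad libitum and the refed mice are not given in the sources used here, so feeding state and time of day are not separated in these libraries. The other 6 libraries came from mice kept for 1 week in LD (a 12-h light and 12-h dark cycle) and then for 6 weeks in DD (constant darkness), at CT1, CT5, CT9, CT13, CT17 and CT21 (CT, circadian time, the hours of the animals' own day). The deposited values are whole-number read counts for 27457 RefSeq mRNA transcripts per library. The authors mapped the reads to GRCm38/mm10, and the submitters' processing notes name TopHat2 2.0.13. The counting program and whether it used strand are not given in the sources used here. The methods name FPKM, and Supplementary Data 1 to 3 head their columns as FPKM values, but all 165 rows of Supplementary Data 1, all 449 rows of Supplementary Data 3 and the opening 28.7% of the 6954 rows of Supplementary Data 2, the part used here, hold the deposited counts unchanged.

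Transcripts of a gene may share counts, so each of 20694 genes was represented by its transcript with the highest total count, a choice made after the files were seen. The total over genes was 59862053 counts in the ad libitum library, 44620193 in the fasted library and 48515433 in the refed library. In DD it was 54141376 at CT1, 48692006 at CT5, 43778420 at CT9, 47120637 at CT13, 55285186 at CT17 and 58693333 at CT21. Counts were scaled by TMM over the 9 libraries, and intervals on counts and ratios are 95% intervals that cover counting error only. Genes of the acute phase response, most of which encode secreted proteins that the liver makes during inflammation, differed between the libraries in their share of all counts. The list also holds genes of other proteins, such as the metallothioneins Mt1 and Mt2. The 30 genes of this list took 27.3% of the counts in the ad libitum library, 4.01% in the fasted library and 5.47% in the refed library. They took 16.9% at CT1 and 16.3% at CT17, against 2.65% to 3.99% in the other 4 DD libraries. Relative to TMM, total-count scaling raised the median log2 ratio of all genes from -0.04 to 0.07 in the fasted library and from -0.02 to 0.17 in the refed library, and unscaled counts lowered these medians to -0.35 and -0.14.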

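Angptl8 was low in the fasted library and had its highest level of the DD series at CT9. It stood at 4.53 TMM-scaled CPM (counts relative to the library total) after fasting (95% exact Poisson interval 3.91 to 5.22), against 44.9 (43.1 to 46.7) in the ad libitum library and 53.8 (51.8 to 55.9) in the refed library. The log2 ratio to ad libitum was -3.31 in the fasted library (counting interval -3.53 to -3.09) and 0.26 in the refed library (0.18 to 0.34). The refed ratio was -0.0074 when Angptl8 was set against Rplp0. In DD, Angptl8 stood at 30.3 CPM at CT1, 87.6 at CT5, 188 (184 to 192) at CT9, 62.3 at CT13, 115 at CT17 and 56.1 at CT21. The log2 ratio of its peak to its nadir was 2.64.

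Of the other genes of Fig. 1b, Pdk4, a kinase that inhibits the pyruvate dehydrogenase complex, had a log2 ratio to ad libitum of 3.64 after fasting and -0.11 after refeeding, and a peak-to-nadir ratio of 3.37 with its peak at CT21. Mfsd2a, a lysophosphatidylcholine transporter, had log2 ratios of 4.57 after fasting and 0.61 after refeeding, and of 5.37 between its peak at CT9 and its nadir at CT21. Idi1 and Mvd are enzymes of cholesterol synthesis. Idi1 had log2 ratios of -3.98 after fasting, -0.17 after refeeding and 1.98 between peak and nadir. Mvd had log2 ratios of -4.20 after fasting, -0.33 after refeeding and 1.998 between peak and nadir. Gnat2, a transducin subunit, had log2 ratios of -4.05 after fasting (counting interval -4.84 to -3.35, from 17 counts in the fasted library), -0.14 after refeeding and 2.01 between peak and nadir. Idi1, Mvd and Gnat2 peaked at CT1, where acute phase genes were also high. With total-count scaling the refed ratios of Pdk4, Idi1 and Gnat2 turned positive, at 0.08, 0.01 and 0.05.

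The 3 screening rules were a log2 ratio of at least 3 or at most -3 after fasting, one within 0.5 of ad libitum after refeeding, and a log2 peak-to-nadir ratio of at least 2 in DD. Angptl8, Gnat2, Pdk4 and Ptk6 met all 3. Ptk6, a tyrosine kinase that was chosen after its values were seen, had log2 ratios of -3.23 after fasting (counting interval -4.22 to -2.38, from 12 counts in the fasted library), -0.40 after refeeding and 2.43 in DD. Without scaling, the genes meeting all 3 rules were the 6 of Fig. 1b, and Angptl8 and Pdk4 met them under each of the 4 scalings run. Gnat2 missed the DD limit with total counts (1.88) and with DESeq2 size factors (1.99). The pass of Angptl8 in DD rested on the CT1 and CT9 libraries, since its log2 peak-to-nadir ratio was 1.75 without CT1 and 1.93 without CT9. The screen then gave 2 genes, Pdk4 and Ptk6, in either case. A 24-h cosine did not pass the test for Angptl8 (log2 amplitude 0.90, standard error 0.35, adjusted p = 0.57 from edgeR's quasi-likelihood F test; exact permutation test of the 6 libraries over the 6 times, one-sided p = 0.417, adjusted p = 0.432).

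On GRCm38, Angptl8 lies on chromosome 9 from 21835510 to 21837347 on the plus strand, with 4 exons. It lies within Dock6, which is on the opposite strand and shares no exon with it. Idi1, on chromosome 13 from 8885501 to 8892451, shares exon sequence with Gm48574 on the opposite strand, so its counts are uncertain if strand was not used. Mvd, on chromosome 8 from 122433601 to 122443422, overlaps Gm20388 on the opposite strand without shared exons. Mfsd2a lies on chromosome 4 from 122946850 to 122961188, Pdk4 on chromosome 6 from 5483351 to 5496309, Gnat2 on chromosome 3 from 108092789 to 108101432 and Ptk6 on chromosome 2 from 181193721 to 181202789, with no overlapping gene in the annotation.

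From the lists of Fig. 1a, the paper identifies a cluster of 6 rhythmically expressed genes regulated by food signals. It then reports that restricted feeding reversed all 6 in the liver, and describes Angptl8 as a protein that is secreted as a hepatokine and acts in lipid and glucose homeostasis. After restricted feeding also reversed the serum rhythm of Angptl8, the paper narrows its study to this gene.

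**Figure D1:**
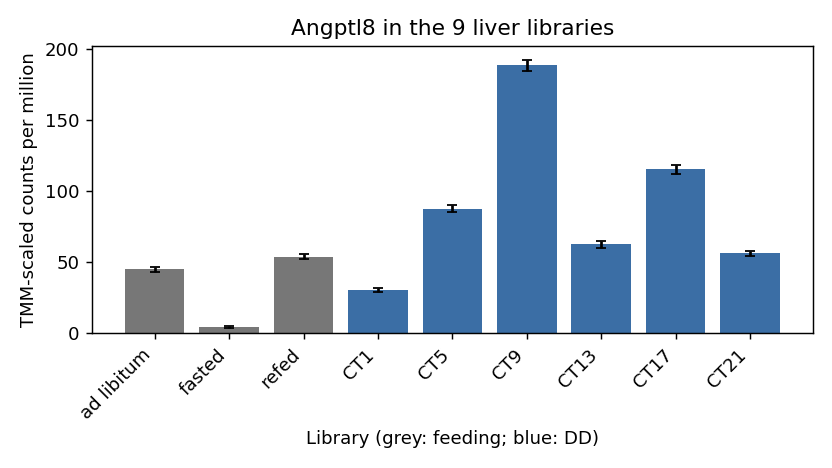
Angptl8 in the 9 liver libraries, as TMM-scaled CPM (vertical axis). Bars are single pooled libraries, grey for the fasting/refeeding experiment and blue for DD, and lines are 95% exact Poisson intervals of the count; the fasted library stands at 4.53 and the CT9 library at 188.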

Consistently, the oscillation of serum Angptl8 levels was also reversed by restricted feeding (Fig. 1d). Thus, our research target has been narrowed to and focused on Angptl8. Next, independent RT-qPCR analysis confirmed the expression patterns of hepatic *Angptl8* during DD and starvation (Supplementary Fig. 1g and 1h). Specifically, the mRNA expression of *Angptl8* in the mouse liver peaked at circadian time (CT) 9 and declined thereafter, showing the lowest expression at CT17. However, hepatic *Angptl8* mRNA expression decreased upon fasting and recovered after refeeding. The serum levels of Angptl8 showed a similar trend (Fig. 1e, f).

**Fig. 1:**
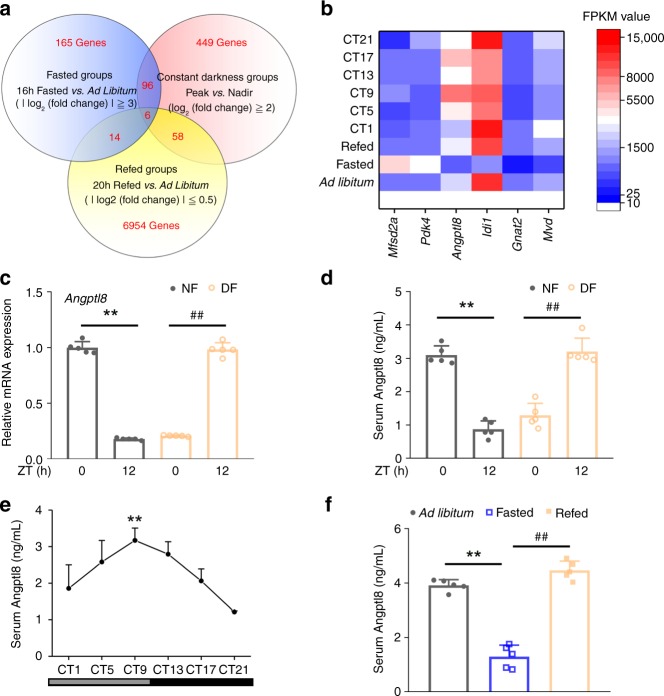
Angptl8 responses to food signals and peripheral clocks. **a** Venn diagrams of high-throughput RNA sequencing results from liver samples of mice subjected to 16-h fasting, 16-h fasting followed by 20-h refeeding, or DD. **b** Heat map of six clustered genes derived from high-throughput RNA sequencing results. **c** qPCR analyses of *Angptl8* mRNA expression levels in the liver of mice subjected to time-restricted feeding. **d** Serum Angptl8 levels. For **c**, **d** *n* = 5, **P < 0.01 NF12 *vs*. NF0, ^##^*P* < 0.01 DF12 vs. DF0, one-way ANOVA followed by Bonferroni’s post hoc test. **e** Serum Angptl8 levels in mice subjected to DD. *n* = 5, **P < 0.01, Peak vs. Nadir, one-way ANOVA followed by Bonferroni’s post hoc test. **f** Serum Angptl8 levels in mice subjected to 16-h fasting or 16-h fasting, followed by 20-h refeeding. *n* = 5, **P < 0.01 16-h fasted vs. ad libitum, ^##^*P* < 0.01 16-h fasted vs. refed, one-way ANOVA followed by Bonferroni’s post hoc test. All data are presented as the means ± SD. Source data are provided as a Source Data file

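For the Venn diagrams of Fig. 1a, 157 genes differed 8-fold or more between the fasted and the ad libitum library, 7226 lay within 0.5 log2 units of ad libitum in the refed library and 438 had a 4-fold or larger peak-to-nadir difference in DD. Genes needed at least 100 counts in the ad libitum library, or in the peak library for DD. The fasted and DD lists shared 89 genes. Of these, 36 had their DD peak at CT1 and 30 at CT17, while 9 peaked at CT9, 10 at CT13, 2 at CT5 and 2 at CT21. The acute phase list, which was also high at CT1, at CT17 and in the ad libitum library, supplied 16 genes of the fasted list and 24 of the DD list. The fasted and refed lists shared 13 genes, the refed and DD lists 54, and all 3 lists 4.

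Of the 11035 genes that met the count minimums of all 3 rules, 141 were in the fasted, 7222 in the refed and 341 in the DD list. Independent lists of these restricted sizes would share 4.36 genes between fasted and DD, 92.3 between fasted and refed, 223 between refed and DD and 2.85 among all 3. In 100 simulated sets of 9 unchanged libraries, with the spread estimated from DD, the fasted rule took 8.37 genes on average and at most 18, the refed rule took 8840 on average and at most 8945, more than the 7226 observed, and the DD rule took 201 on average and at most 223. The fasted and DD rules together took 6.93 genes on average and at most 15, and all 3 rules together 1.12 on average and at most 5. The spread was taken about a fitted 24-h cosine, so it also holds departures from it, such as high levels at CT1 and CT17. Genes were drawn independently of each other. These simulated counts therefore do not settle how many genes unchanged libraries would give. The fasted and refed ratios share the ad libitum library, so their overlap is not one of independent lists.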

### Angptl8 resets liver clock in vivo

To evaluate the potential roles of Angptl8 in the regulation of the liver clock, we i.p. injected recombinant Angptl8 into mice for 15 consecutive days at ZT2 (ZT2 is the time point when the mice enter the rest phase, and the serum levels of Angptl8 are low), and collected serum samples at ZT13. While Angptl8 administration at different doses did not alter the mouse body weight and food intake (Supplementary Fig. 2a and 2b), this treatment indeed increased the serum levels of Angptl8 in a dose-dependent manner (Supplementary Fig. 2c). In addition, Angptl8 injection had a modest effect on TG and TC serum levels, as well as blood glucose levels (Supplementary Fig. 2d–2f). We selected 1 μg/kg of Angptl8 for the following in vivo experiments because exogenous Angptl8 injection at this dose best mimicked the peak levels of Angptl8 physiological oscillation in the serum. Interestingly, analysis of mouse wheel-running activities revealed that Angptl8 injection shortened the circadian period (23.68 ± 0.09 h vs. 23.92 ± 0.12 h, *P* = 0.004) and advanced the phase of activity rhythms (1.67 h advance, Fig. 2a–c). At the molecular level, while Angptl8 administration did not alter the amplitude of clock gene oscillation in the mouse liver, it led to a significant phase advance (Fig. 2d, detailed phase and amplitude assessments were presented in Supplementary Table 5). Similar trends were observed in the expression rhythmicity of metabolic genes (Fig. 2e). Contrasting, the rhythmicity of clock gene mRNA expression in the SCN remained unchanged (Supplementary Fig. 3a). In addition, Angptl8 injection had a modest effect on the diurnal rhythms of serum TG, TC and glucose levels (Fig. 2f).

**Fig. 2:**
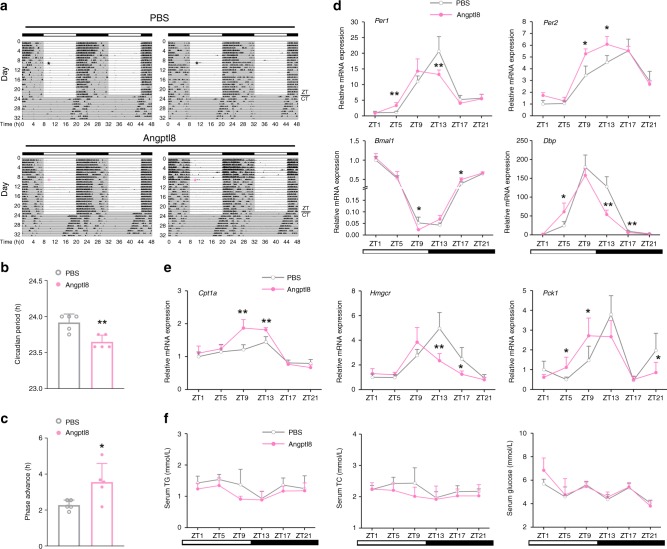
Angptl8 resets liver clock in vivo. **a** Representative actograms of the wheel-running activities of mice i.p. injected recombinant Angptl8 or vehicle (PBS) for 24 consecutive days at ZT2 (or CT2 when mice switched to DD). *n* = 5. **b** Calculation of mouse circadian period in **a**. **c** Calculation of mouse circadian phase shift in **a**. *P < 0.05 and **P < 0.01 Angptl8 vs. PBS, one-way ANOVA followed by Bonferroni’s post hoc test. **d**, **e** qPCR analyses of clock and metabolic genes expression in the liver of mice receiving 15-day injection with recombinant Angptl8 or vehicle (PBS) at ZT2. *n* = 5, *P < 0.05 and **P < 0.01 Angptl8 vs. PBS at the same time point, two-way ANOVA followed by Bonferroni’s post hoc test. **f** Serum levels of TG, TC and glucose in **d**. All data are presented as the means ± SD. Source data are provided as a Source Data file

### Angptl8 resets liver clock in vitro

Certain metabolites, such as glucose and glucocorticoids, induce the circadian expression of key clock genes in cultured cells by a flash exposure (e.g., 2 h)^31,32^. This procedure, referred to as shock, is universally used to examine the clock resetting function of these metabolites in vitro^33^. Similarly, we treated mouse *Per2::Luc* U2OS cells with recombinant Angptl8 for 2 h. Real-time bioluminescence analyses revealed that Angptl8-shock induced a 23.95-h circadian period of *Per2::Luc* in these cells (Fig. 3a–c). This transient shock also led to a circadian oscillation of the clock genes in mouse Hepa1c1c-7 cells (Fig. 3d and Supplementary Table 6), and the effects of Angptl8 on evoking clock oscillation were surprisingly comparable to those of 50% horse serum shock, a classic clock synchronizer. In contrast, neither the negative control PBS nor the positive control BSA could induce the expression rhythmicity of clock genes (Supplementary Fig. 3b).

**Fig. 3:**
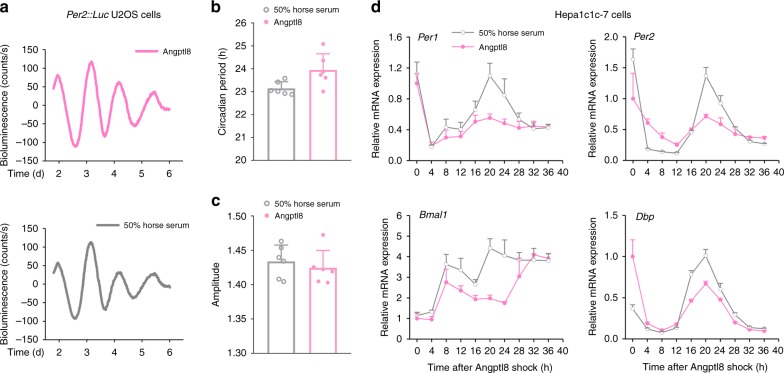
Angptl8 resets liver clock in vitro. **a** Representative luminescence traces of *Per2::Luc* U2OS cells stimulated with either Angptl8 or 50% horse serum for 2 h. **b**, **c** The periods and amplitudes of circadian transcriptional activities of *Per2* promoter in *Per2::Luc* U2OS cells stimulated with either 40 nM Angptl8 or 50% horse serum for 2 h. *n* = 3. All the data were calculated from fit curve data. **d** qPCR analyses of time-course expression of clock genes in mouse Hepa1c1c-7 cells similarly treated in panel **a**. *n* = 3. All data are presented as the means ± SD. Source data are provided as a Source Data file

### Angptl8 induces Per1 expression in vitro and in vivo

Since Angptl8 may regulate the liver clock, we next elucidated the underlying mechanism. The acute induction of Per1/2 plays an important role in resetting the circadian clock of various tissues^34,35^. However, Angptl8 shock in mouse Hepa1c1c-7 hepatoma cells for 2 h induced the expression of key clock regulators, whereas *Per1* induction was the most significant compared to other factors (Fig. 4a). In addition, *Per1* induction at mRNA and protein levels was both dose and time-dependent in response to Angptl8 shock (Fig. 4b, c, Supplementary Fig. 4a and 4b). Consistently, the transcriptional activity of the proximal region of the *Per1* promoter, as well as *Per1* mRNA accumulation, was increased by 2 h of Angptl8 stimulation (Fig. 4d, e). Immunocytochemistry (ICC) analysis indicated that the cytoplasmic fraction of Per1 protein was also increased (Fig. 4f).

**Fig. 4:**
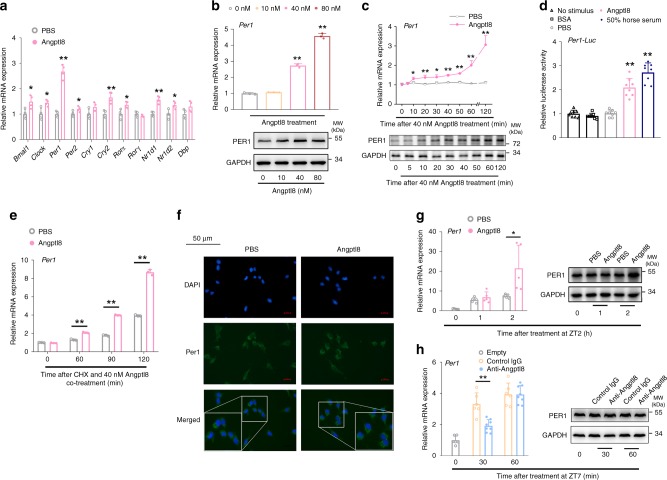
Angptl8 induces Per1 expression in vitro and in vivo. **a** qPCR analyses of the mRNA expression of core clock genes in mouse Hepa1c1c-7 hepatoma cells stimulated with either 40 nM Angptl8 or vehicle (PBS) for 2 h. *n* = 3, *P < 0.05 and **P < 0.01 Angptl8 vs. PBS, one-way ANOVA followed by Bonferroni’s post hoc test. **b** qPCR and Western blot analyses of Per1 expression in Hepa1c1c-7 cells stimulated with Angptl8 at indicated doses for 2 h. *n* = 3, **P < 0.01 Angptl8 *vs*. PBS, one-way ANOVA followed by Bonferroni’s post hoc test. **c** qPCR and Western blot analyses of Per1 expression in Hepa1c1c-7 cells stimulated with 40 nM Angptl8 for indicated times. *n* = 3, *P < 0.05 and **P < 0.01 vs.0 h, one-way ANOVA followed by Bonferroni’s *posthoc* test. **d** Reporter gene assays in Hepa1c1c-7 cells transfected with plasmids expressing *Per1* promoter-*luc* (−2100 to +100 bp) for 36 h and then treated with 40 nM Angptl8, 50% horse serum, or indicated controls for another 2 h. *n* = 8, **P < 0.01 vs. No stimulus group, one-way ANOVA followed by Bonferroni’s post hoc test. **e** *Per1* mRNA accumulation was assessed by CHX (cycloheximide) chase experiments. *n* = 3, **P < 0.01 Angptl8 vs. PBS, one-way ANOVA followed by Bonferroni’s post hoc test. **f** ICC analysis of Per1 intracellular localization in Hepa1c1c-7 cells stimulated with Angptl8 or PBS for 2 h. **g** qPCR and Western blot analyses of Per1 expression in livers of mice subjected to an acute injection of recombinant Angptl8 or vehicle (PBS) at ZT2. *n* = 5, *P < 0.05 Angptl8 vs. PBS at the same time point, one-way ANOVA followed by Bonferroni’s post hoc test. **h** qPCR and Western blot analyses of Per1 expression in the liver of mice subjected to an acute injection of Angptl8-neutralized antibody (50 μg/25 g, *n* = 8) or control IgG (*n* = 6) at ZT7. **P < 0.01 Anti-Angptl8 vs. control IgG at the same time point, one-way ANOVA followed by Bonferroni’s post hoc test. All data are presented as the means ± SD. Source data are provided as a Source Data file

To confirm the inducible effect of Angptl8 on Per1 expression in vivo, we performed an acute injection of Angptl8 purified protein at ZT2 (the nadir of endogenous Angptl8), respectively. RT-qPCR and Western blot analyses revealed that hepatic Per1 expression was robustly increased by Angptl8 injection (Fig. 4g, Supplementary Fig. 4c). Conversely, ZT7 refers to the time point that mice begin to enter the active phase and intake food after physiological fasting. In contrast, *Per1* mRNA expression levels were decreased to half at 30 min after an acute i.p. injection of the Angptl8-neutralized antibody (Anti-Angptl8) at ZT7 (the time point when the mice enter the active phase, and the serum levels of Angptl8 begin to rise), and a reduction in its protein levels occurred at 1 h later (Fig. 4h, Supplementary Fig. 4d).

### Kinases activation mediates Angptl8-induced Per1 expression

To elucidate the molecular mechanisms by which the Angptl8 regulates Per1 gene expression in nucleus, we examined the effects of Angptl8 on the phosphorylation of key factors, such as MAPK, NF-κB, AKT, and GSK-3β proteins. As shown in Fig. 5a, Angptl8 increased the phosphorylation levels of ERK1/2, P38, NF-κB, and AKT, while leaving the GSK-3β phosphorylation unaltered. Quantitative data for all proteins was presented in Supplementary Fig. 5. More importantly, SB203580 (P38 MAPK inhibitor), Bay11-7082 (NF-κB inhibitor) and Wortmannin (AKT inhibitor) abrogated the Angptl8-induced Per1 transcription and translation, whereas U0126 (ERK1/2 inhibitor) failed to do that (Fig. 5b–e). These data suggest that P38 MAPK, NF-κB, and AKT mediate the actions of Angptl8 on Per1 expression.

**Fig. 5:**
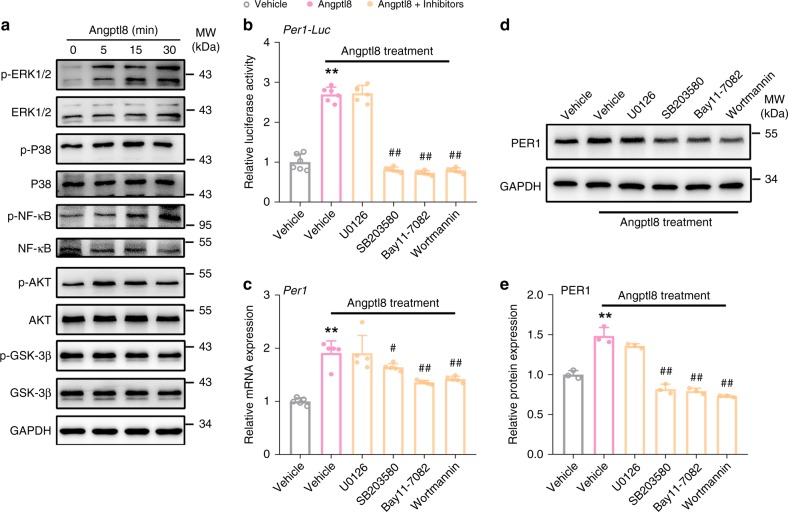
Kinases activation mediates Angptl8-induced Per1 expression. **a** Western blot analyses of ERK1/2, P38, NF-κB, AKT, and GSK-3β phosphorylation in Hepa1c1c-7 cells stimulated with 40 nM Angptl8 for indicated times. **b** Reporter gene assays in Hepa1c1c-7 cells transfected with plasmids expressing *Per1*-*Luc* for 36 h and then treated with 40 nM Angptl8 alone or in combinations of various signaling pathway inhibitors for 2 h. *n* = 6, **P < 0.01 Angptl8 vs. Vehicle group, ^##^*P* < 0.01 Angptl8 + inhibitor *vs*. Angptl8 alone group, one-way ANOVA followed by Bonferroni’s post hoc test. **c**, **d** qPCR and Western blot analyses of Per1 expression in Hepa1c1c-7 cells treated with 40 nM Angptl8 alone or in combinations of various signaling pathway inhibitors for 2 h. *n* = 3, **P < 0.01 Angptl8 vs. Vehicle group, ^#^*P* < 0.05 and ^##^*P* < 0.01 Angptl8 + inhibitor *vs*. Angptl8 alone group, one-way ANOVA followed by Bonferroni’s post hoc test. **e** Quantitative analysis of Per1 protein levels in **d**. *n* = 3, **P < 0.01 Angptl8 vs. Vehicle group, ^##^*P* < 0.01 Angptl8 + inhibitor vs. Angptl8 alone group, one-way ANOVA followed by Bonferroni’s *posthoc* test. All data are presented as the means ± SD. Concentrations: U0126, 10 μM; SB203580, 10 μM; Bay11-7082, 40 μM; Wortmannin 10 μM. Source data are provided as a Source Data file

### Per1 deficiency impairs the resetting functions of Angptl8

To detect the role of Per1 in mediating the function of Angptl8, we constructed a Per1 stable knockout (KO) Hepa1c1c-7 cell line by using a Crispr-Cas9 approach (the validation of KO efficiency is presented in Supplementary Fig. 6a and 6b). Although 2 h of Angptl8 shock induced robust oscillations of key clock, *Per1* deficiency attenuated the rhythmic amplitude of *Per2*, while increased the amplitudes of *Bmal1* and *Dbp*. Significant phase delays of these clock genes were observed in *Per1* KO cells (Fig. 6a and Supplementary Table 7). In addition, the time-course expression of metabolic genes was dampened in *Per1* KO Hepa1c1c-7 cells (Fig. 6b). To detect the role of *Per1* in the Angptl8-induced resetting of clock gene oscillation in vivo, we transduced adenoviruses expressing either scramble shRNA or *Per1* shRNA in the liver of Angptl8-treated mice at eighth day. The efficiency of shRNA-mediated Per1 knockdown was provided in Supplementary Fig. 6c. We found that the amplitude of clock genes, such as *Per2* and *Dbp*, was reduced, while leaving the circadian phases unchanged (Fig. 6c and Supplementary Table 8). Similar trends were observed in the amplitude of metabolic genes, including *Cpt1a*, *Hmgcr,* and *Pck1* (Fig. 6d). Taken the in vitro and in vivo observations together, we conclude that *Per1* deficiency impairs the resetting function of Angptl8 in the liver clock.

**Fig. 6:**
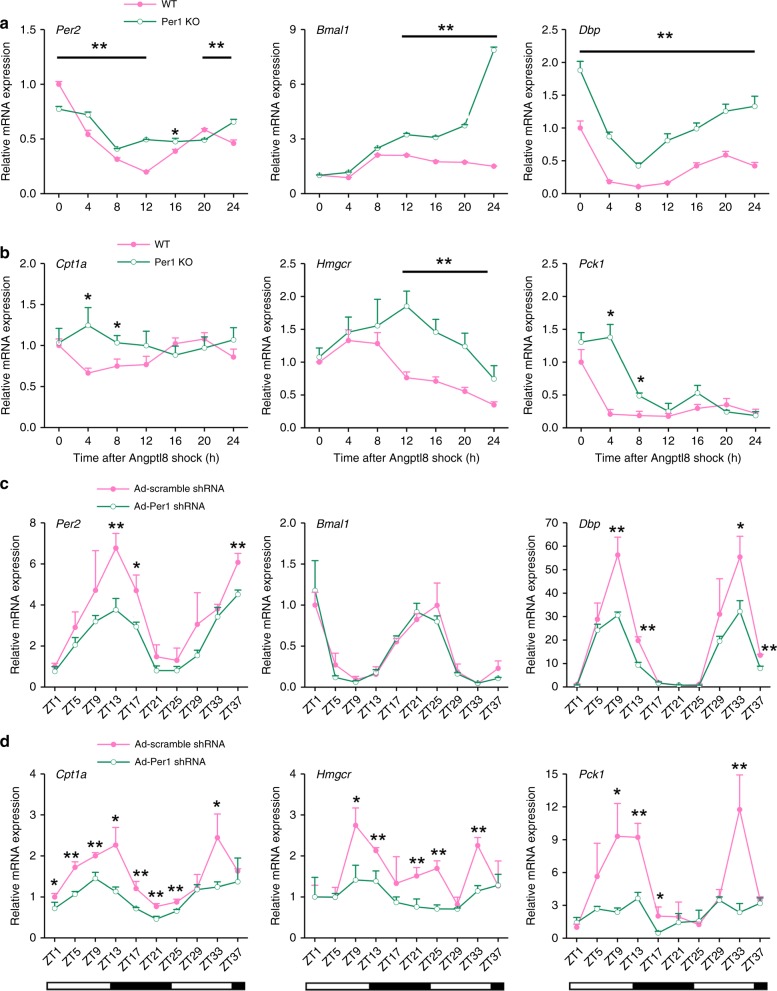
Per1 deficiency impairs the resetting functions of Angptl8. **a**, **b** qPCR analyses of time-course expression of clock and metabolic genes in *Per1* KO Hepa1c1c-7 hepatoma cell lines after Angptl8 shock. *n* = 3, *P < 0.05 and **P < 0.01 *Per1* KO vs. wild type (WT) cells at the same time point. On the other hand, mice were transduced with adenovirus expressing either scramble shRNA or Per1 shRNA through tail-vein injection at the eighth day during the Angptl8 injection. **c**, **d** qPCR analyses of clock and metabolic genes expression in the liver of mice receiving 15-day injection with recombinant Angptl8 or vehicle (PBS) at ZT2. *n* = 3, *P < 0.05 and **P < 0.01 Ad-*P*er1 shRNA *vs*. Ad-scramble shRNA at the same time point, two-way ANOVA followed by Bonferroni’s post hoc test. All data are presented as the means ± SD. Source data are provided as a Source Data file

### Angptl8 binds to its receptor PirB

Given that Angptl8 is a secreting hormone and is unable to penetrate cell membrane and regulate clock machinery, we examined whether Angptl8 delivers resetting signals through the cell membrane. Previous studies have demonstrated that the human immune inhibitory receptor leukocyte immunoglobulin-like receptor B2 (LILRB2) and its mouse ortholog paired immunoglobulin-like receptor (PirB) are receptors for several angiopoietin-like proteins^23,36^. Specifically, Angptl8 reverses established cardiomyopathy by the activation of the PirB receptor on the cell membrane of resident adult cardiac progenitor cells^37^. Therefore, we hypothesized that PirB is a potential receptor for Angptl8 in the liver. First, we assessed the mRNA expression of PirB and found that this protein was not rhythmically expressed in the mouse liver (Fig. 7a). Additionally, Angptl8 shock did not influence the mRNA and protein expression levels of PirB in mouse hepatoma cells (Fig. 7b, c). However, co-immunoprecipitation **(**Co-IP) assays demonstrated that these two proteins showed physical binding (Fig. 7d, e). ICC analysis confirmed that endogenous PirB and Angptl8 co-localized at the cell membrane (Fig. 7f).

**Fig. 7:**
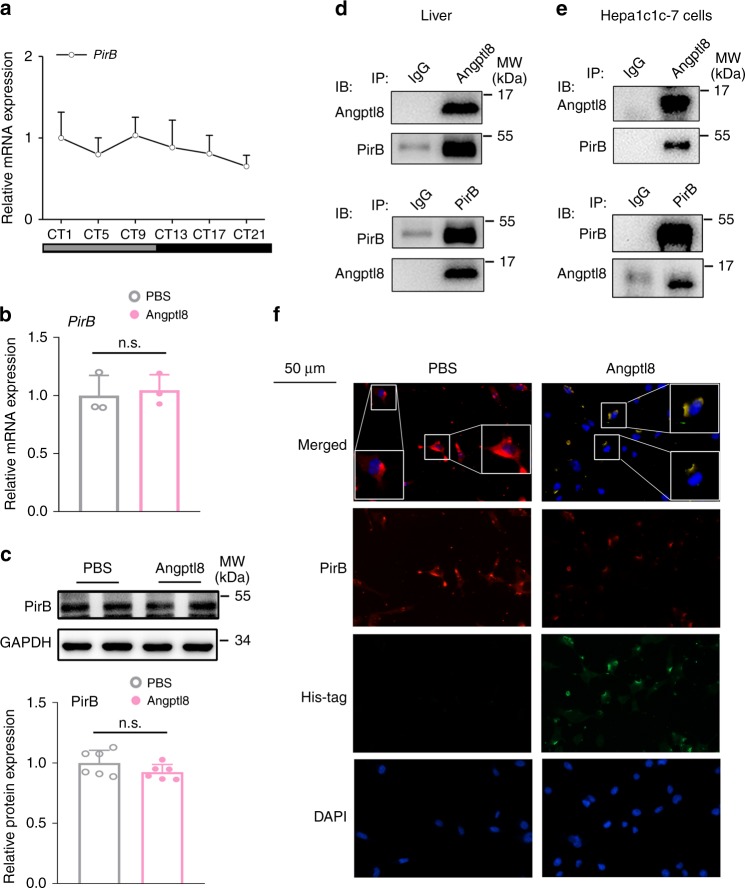
Angptl8 binds to its receptor PirB. **a** qPCR analyses of *PirB* mRNA expression in the liver of mice subjected to DD. *n* = 8. **b**, **c** qPCR and western blot analyses of PirB expression. Hepa1c1c-7 cells were stimulated with either 40 nM Angptl8 or PBS for 2 h. *n* = 3. **d** Co-IP assays in the mouse liver lysates. Immunoblots of precipitated proteins were performed by using indicated antibodies. **e** Co-IP assays in Hepa1c1c-7 cells cotransfected with plasmids encoding mouse Angptl8 and PirB. Immunoblots of precipitated proteins were performed by using indicated antibodies. **f** ICC analysis of colocalization of Angptl8 and PirB on the membrane of Hepa1c1c-7 cells treated with exogenous recombinant His-Angptl8 or vehicle (PBS) for 20 min. Source data are provided as a Source Data file

### PirB mediates Angptl8-induced Per1 activation

To get further insights into the role of PirB in the induction of Per1 expression by Angptl8, we specifically knocked down PirB expression in Angptl8-treated Hepa1c1c-7 cells by transducing adenoviruses expressing PirB shRNA. The knockdown of PirB impaired Angptl8-induced Per1 upregulation both at transcriptional and translational levels (Fig. 8a–c) and dampened clock gene oscillation (Fig. 8d and Supplementary Table 9). The Angptl8-induced phosphorylation of P38 MAPK, NF-κB and AKT, as the upstream regulators of Per1 expression, was also correspondingly blocked (Fig. 8e and Supplementary Fig. 7a–7c). Next, we treated cell with Angptl8 for 0, 5, and 10 min, respectively, and performed Co-IP analysis by using anti-PirB antibody. Our results showed that treatment of Angptl8 induced a rapid and transient reduction in PirB tyrosine phosphorylation, accompanied with a decrease in the association with SHP-1/2 (Fig. 8f and Supplementary Fig. 7d–7g). These data clearly suggest that Angptl8 decreased the auto-phosphorylation of PirB at tyrosine sites and thus reducing the recruitments of SHP1/2, and finally activated Per1 expression.

**Fig. 8:**
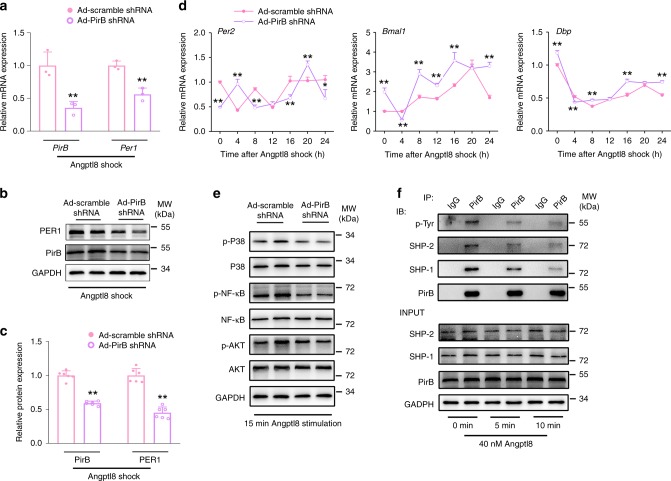
PirB mediates Angptl8-induced Per1 activation. **a**, **b** qPCR and Western blot analyses of PirB and Per1 expression in Hepa1c1c-7 cells transduced with adenoviruses expressing either PirB shRNA or scramble shRNA for 36 h followed by a 2-h Angptl8 shock. *n* = 3. **c** Quantitative analysis of PirB and Per1 protein levels. *n* = 6. For **a**–**c** **P < 0.01 Ad-PirB shRNA vs. Ad-scramble shRNA, one-way ANOVA followed by Bonferroni’s post hoc test. **d** qPCR analyses of time-course expression of clock genes. *n* = 3, *P < 0.05 and **P < 0.01 Ad-PirB shRNA vs. Ad-scramble shRNA at the same time point, two-way ANOVA followed by Bonferroni’s post hoc test. **e** Western blot analyses of P38, NF-κB, and AKT protein phosphorylation. Hepa1c1c-7 cells were transduced with adenoviruses expressing either PirB shRNA or scramble shRNA for 36 h followed by a 15-min Angptl8 stimulation. **f** Assessment of tyrosine phosphorylation of PirB protein and interactions between PIR-B and SHP-1/2 by using Co-IP assay. Hepa1c1c-7 cells were stimulated with either 40 nM Angptl8 for indicated times. Immunoblots of precipitated proteins were performed by using indicated antibodies. All data are presented as the means ± SD. Source data are provided as a Source Data file

### Angptl8 knockdown dampens the liver clock reset by food

The present data showed that Angptl8 treatment resets liver circadian rhythms, and Angptl8 is regulated by nutritional signals, indicating that this protein may be involved in the food-driven resetting of the liver clock and metabolic machinery. Notably, short-term refeeding (10 min) potently increases the hepatic mRNA and protein expression levels, as well as the serum concentration, of Angptl8 (Supplementary Fig. 8a–c), suggesting that the hepatokine Angptl8 is rapidly responsive to food.

To further examine the liver-specific role of Angptl8 in the regulation of hepatic clock, we constructed mice with liver-specific Angptl8 knockdown by using AAV8 system carrying an Angptl8 shRNA. As shown in Supplementary Fig. 9a and Fig. 9a, AAV8-mediated knockdown of Angptl8 successfully blocked the refeeding-induced Angptl8 expression and secretion. To test whether postprandial Angptl8 induction is sufficient to influence liver clock gene expression, we analyzed the *Per1/2* expression in the liver of these mice after fasting-refeeding. We found that Angptl8 shRNA successfully blocked both *Per1* and *Per2* mRNA expression in the mouse liver, even when the food was available again (Fig. 9b, c). Of note, it has been reported that various hormones, such as glucagon, insulin, GLP-1, OXM, and ghrelin, play a certain role in the resetting of circadian clock^38–42^. Also, these hormones can be regulated by the fasting/refeeding cycles, raising the possibility that they may be involved in the Angptl8-induced liver clock re-entrainment. In our findings, knockdown of Angptl8 did not alter mouse serum levels of these hormones in response to the refeeding signals, suggesting that these hormones are not involved in the Angptl8-mediated activation of hepatic *Per* expression in response to food (Supplementary Fig. 9b–f).

**Fig. 9:**
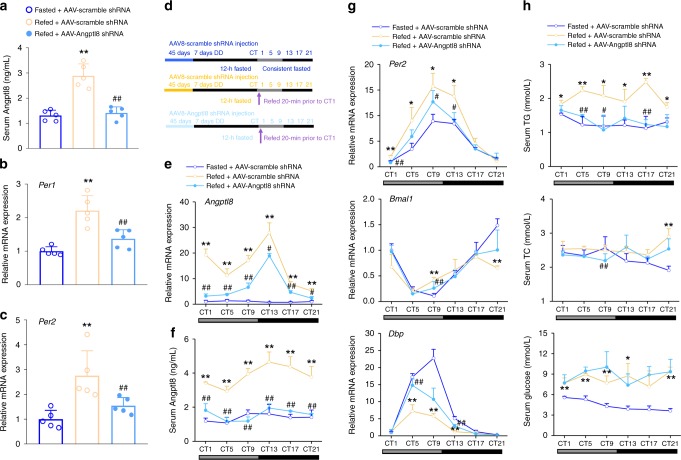
Angptl8 knockdown dampens the liver clock reset by food. Mice were transduced with AAVs carrying either Angptl8 shRNA or scramble shRNA for 45 days. **a** Serum Angptl8 levels in mice subjected to 12-h food deprivation (ZT13-1) or 12-h food deprivation followed by 20 min refeeding. *n* = 5, **P < 0.01 Refed vs. Fasted mice, ^##^*P* < 0.01 AAV-Angpptl8 shRNA *vs*. AAV-scramble shRNA, one-way ANOVA followed by Bonferroni’s post hoc test. **b**, **c** qPCR analyses of *Per1* and *Per2* mRNA expression in the liver of mice from **a**. *n* = 5, **P < 0.01 Refed vs. Fasted mice. ^##^*P* < 0.01 AAV-Angpptl8 shRNA vs. AAV-scramble shRNA, one-way ANOVA followed by Bonferroni’s post hoc test. **d** A schematic diagram illustrating the time design of DD and a fasting/refeeding cycle for liver-specific Angptl8 knockdown mice. **e**, **f** Time-course mRNA and serum levels of Angptl8 in mice subjected to 7-day DD and fasted for 12 h at CT13 or12-h food deprivation followed by refeeding for 21 h. **g** qPCR analyses of clock genes. **h** Serum levels of certain metabolites. For **e**–**h** *n* = 3, *P < 0.05 and **P < 0.01 refed vs. fasted mice. ^#^*P* < 0.05 and ^##^*P* < 0.01 AAV-Angpptl8 shRNA vs. AAV-scramble shRNA, two-way ANOVA followed by Bonferroni’s post hoc test. All data are presented as the means ± SD. Source data are provided as a Source Data file

To further investigate the effects of Angptl8 on the resetting of clock and metabolic gene oscillation in mouse liver in response to fasting/refeeding cycles, we subjected these mice to DD for 7 days, and fasted the mice for 12 h followed by refeeding for 21 h (the experimental flowchart was shown in Fig. 9d). As shown in Fig. 9e, f, Angptl8 shRNA constitutively decreased the hepatic expression and serum levels of Angptl8 in mice after refeeding. More importantly, refeeding increased the amplitude of *Per2* oscillation, whereas decreased the amplitude of *Bmal1* and *Dbp* oscillation, compared to that in the fasted cohort. In addition, refeeding signals also robustly induced phase advance of these clock gene rhythmicity. Contrasting, liver-specific Angptl8 knockdown attenuated the amplitude of *Per2*, while restored the amplitude of *Bmal1* and *Dbp* fluctuation. At the meanwhile, both manipulations regulated the phase of *Bmal1* rhythmicity in the liver of refed mice towards to that of the fasted cohort (Fig. 9g and Supplementary Table 10). Regarding the metabolic genes, the refeeding-induced pulse of *Hmgcr* oscillation was severely impaired when Angptl8 was knocked down (Supplementary Fig. 9g). Coincided with the findings in Angptl8 KO mice, liver-specific Angptl8 knockdown led to the decrease in serum TG levels of refed mice (Fig. 9h).

### Angptl8 neutralization dampens the liver clock reset by food

To examine whether circulating Angptl8 induction mediates food-induced *Per1/2* upregulation in the liver, we quenched Angptl8 expression by injecting Anti-Angptl8 into refed mice after 12-h fasting. The neutralization of Angptl8 successfully blocked both *Per1* and *Per2* mRNA expression in the mouse liver, even when the food was available again (Fig. 10a, b). In contrast, Anti-Angptl8 treatment did not alter the serum levels of glucagon, insulin, GLP-1, OXM, and ghrelin (Supplementary Fig. 10a–10e). To further investigate the effects of circulating Angptl8 on the resetting of clock and metabolic gene oscillation in mouse liver in response to fasting/refeeding cycles, we housed mice in DD for 7 days and then subjected them to a 12-h fasting followed by refeeding for 21 h. One hour before refeeding (at CT0), an acute injection of Angptl8-neutralized antibody (50 μg/25 g) or control IgG was administered to mice (the experimental flowchart was shown in Fig. 10c). We found that the neutralization of Angptl8 antagonized the effect of refeeding on the resetting of liver clock, evidenced by the decrease in the amplitudes of *Per2* and *Dbp* mRNA oscillation and the delay in the phase of *Bmal1* rhythmicity (Fig. 10d and Supplementary Table 11). Regarding the metabolic genes, the refeeding-induced pulse of *Hmgcr* oscillation was severely impaired when Angptl8 was blocked (Supplementary Fig. 10f). The diurnal oscillation of serum levels of metabolites, especially TG, was also dampened in refed mice (Fig. 10e). These findings collectively suggest that circulating Angptl8 is a critical mediator in the food-entrained resetting of the liver clock.

**Fig. 10:**
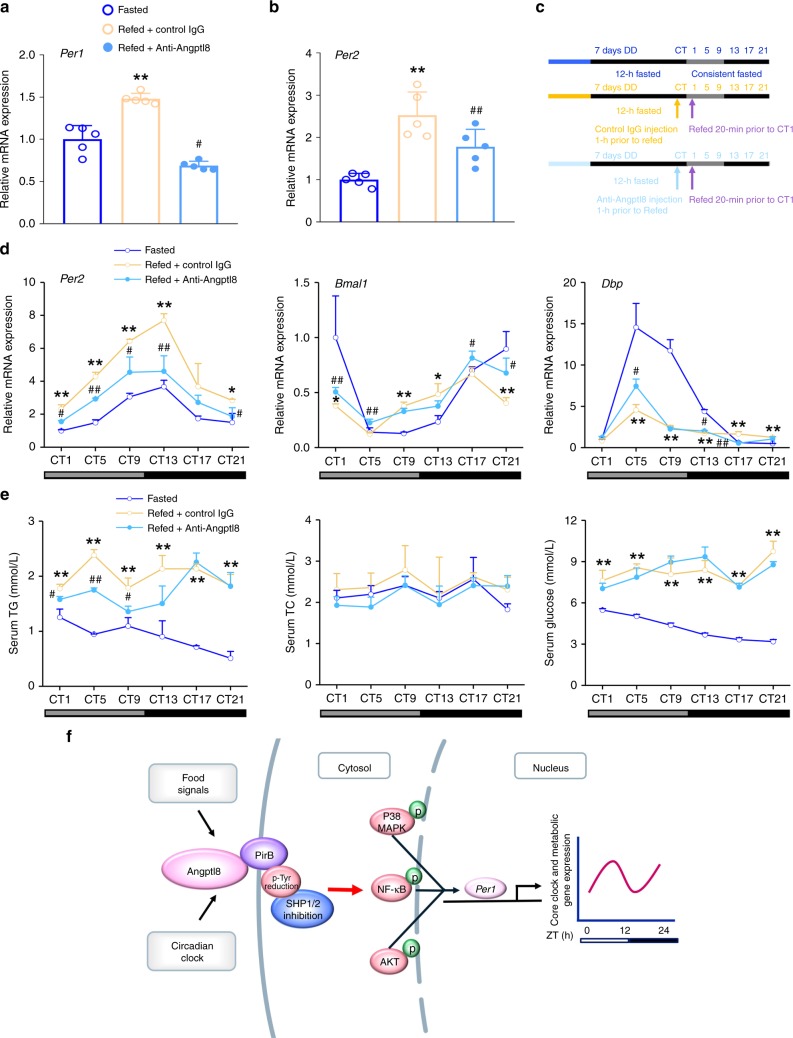
Angptl8 neutralization dampens the liver clock reset by food. **a**, **b** qPCR analyses of *Per1* and *Per2* mRNA expression in the liver of mice subjected to 12-h food deprivation (ZT13-1) or 12-h food deprivation followed by 20 min refeeding. One hour before refeeding (at ZT0), an acute injection of Angptl8-neutralized antibody (50 μg/25 g) or control IgG was administered to mice. *n* = 5, **P < 0.01 Refed vs. Fasted mice. ^#^*P* < 0.05 and ^##^*P* < 0.01 Anti-Angpptl8 vs. control IgG, one-way ANOVA followed by Bonferroni’s post hoc test. **c** A schematic diagram illustrating the time design of DD, a fasting/refeeding cycle and injection of Angptl8-neutralized antibody. **d** qPCR analyses of time course expression of clock genes in the liver of mice subjected to an acute injection of Angptl8-neutralized antibody (50 μg/25 g) or control IgG. **e** Serum levels of certain metabolites. For **d**, **e** *n* = 3, *P < 0.05 and **P < 0.01 Refed vs. Fasted mice, ^#^*P* < 0.05 and ^##^*P* < 0.01 Anti-Angpptl8 vs. control IgG at the same time point, two-way ANOVA followed by Bonferroni’s *posthoc* test. All data are presented as the means ± SD. **f** A model illustrating the mediating role of Angptl8 in the food-driven resetting of the liver circadian clock in mice. Source data are provided as a Source Data file

## Discussion

Food intake is an important Zeitgeber for the entrainment of circadian clocks in peripheral tissues, while the SCN clock is largely controlled by the LD cycle^43^. The sensitivity of peripheral clocks to food signals instead of light may help mammals more reasonably adapt to the environment, because the availability of food in nature does not always coincide with other external factors^44,45^. However, the uncoupling of peripheral clocks from the central clock when eating occurs during the resting phase leads to internal circadian desynchrony, which is considered a risk factor to induce metabolic disorders^10^. Among peripheral clock systems, the liver clock is one of the most vital clock systems that can be reset by numerous food-related metabolites, such as glucose, insulin, and oxyntomodulin^39,41,46^. However, the food entrainment of the liver clock does not fully depend on these factors, and the global regulation of food-induced liver clock resetting has not been investigated. In the present study, we identified the secreting hepatokine Angptl8 as a potential direct link between food intake and hepatic clock resetting and metabolic gene transcription. Angptl8 was rhythmically expressed in the liver and induced by refeeding after overnight fasting. The injection of Angptl8 purified protein in mice at ZT2 advanced the oscillation phases of major clock and metabolic genes in the liver, while the blockade of Angptl8 in refed mice by either AAV-mediated shRNA delivery or a neutralized antibody caused the changes of clock and metabolic gene oscillation toward that occuring in the fasted cohort. Mechanically, Angptl8 bound to PirB receptor at the cell membrane and acutely induced *Per1* and *Per2* expression at the transcriptional level. More importantly, the inhibition of Angptl8 signaling blocked the food-induced entrainment of the liver clock (Fig. 4f). Collectively, these findings add important information on molecular mechanism underlying food entrainment of the liver clock.

Angptl8 is a versatile secreted protein and plays important roles in diverse physiological processes. It is critical to select an appropriate animal model to elucidate tissue-specific functions of Angptl8. Angptl8 KO mice have been generated for more than 5 years^47^, and potentially become a candidate to establish the tool platform in our present study. However, it does not escape from our notice that Angptl8 KO mice manifest various metabolic phenotypes, such as the significant decrease in the fat mass at the age of 12 weeks^47^. The changes in adipose tissues, a critical endocrine organ, will lead to the alteration of circulating adipokine levels, which has a potential impact on the homeostasis of liver clock (e.g. adiponectin induces phase advance of the liver clock in KK/Ta mice)^48^. In addition, the physiological roles of Angptl8 in the central nervous system (CNS) are still unknown. In our study, although injection of Angptl8 in LD cycles indeed shortened the circadian period, its effects on the period were relatively minor and may be secondary due to other metabolites which were produced in response to Angptl8 injection and were able to penetrate blood-brain barrier. Therefore, we could not exclude the possibility that the whole-body knockout of Angptl8 may influence the CNS and/or cause compensatory changes in mice, and indirectly regulates the liver clock. Therefore, although Angptl8 KO mice may serve as a feasible animal model in the present study, it is not a clean setting and possibly mask the direct regulation of liver clock by Angptl8. To overcome this problem and to authentically identify the liver-specific role of Angptl8 in resetting the peripheral clock, we constructed mice with liver-specific Angptl8 knockdown by using the AAV8 system harboring an Angptl8 shRNA, as well as quenched the circulating Angptl8 by using an Angptl8-neutrlized antibody in mice.

As acute responsive genes, *Per1/2* play an important role in the entrainment of circadian clock systems. The transient induction of *Per1/2* is involved in resetting the circadian clock in various tissues, including the SCN^49,50^. *Per1/2* expression was also upregulated in fibroblasts and hepatoma cells treated with DEX and serum shock^32,33^. In addition, *Per1/2* were critical in mediating the resetting of the SCN clock induced by the nonphotic Zeitgeber, melatonin^51^. Consistent with these findings, both *Per1/2* were induced after Angptl8 treatment, while *Per1* induction was more robustly induced in vivo, suggesting that additional mechanisms may finely and differently regulate *Per1* and *Per2*. Similarly, refeeding also sensitively induces hepatic *Per1/2* expression, which has been confirmed as an inalienable part of the food-evoked clock resetting mechanism. Furthermore, either AAV-mediated liver-specific Angptl8 knockdown or blockade of Angptl8 in circulation by using a neutralized antibody in refed mice after overnight fasting suppressed the upregulation of hepatic *Per1/2* expression. Thus, we conclude that food intake stimulates Angptl8 secretion and increases circulating levels of Angptl8, which resets the liver clock via the induction of the core clock genes *Per1/2*, and *Per1* functions more dominantly than *Per2*.

Given that Angptl8 is a secreted that is unable to penetrate cell membrane and regulate clock machinery, which is primarily localized in nuclei, the next important question is: how does Angptl8 deliver resetting signals through the cell membrane? Previous studies have demonstrated that the human LILRB2 and its mouse ortholog PirB are receptors for several angiopoietin-like proteins^36,52^. Specifically, Angptl8 reverses established cardiomyopathy by PirB receptor activation on the cell membrane of resident adult cardiac progenitor cells^37^. Therefore, we hypothesized that there is also a similar interaction between Angptl8 and PirB in hepatocytes. Indeed, although Angptl8 did not influence the expression of PirB in mouse Hepa1c1c-7 cells, Co-IP assays confirmed that these two factors physically bind in vivo and colocalize at the cell membrane. More importantly, the knockdown of PirB impaired Angptl8-induced *Per1* upregulation and dampened clock gene oscillation. These data clearly suggest that PirB, as a membrane receptor, at least partially, if not totally, mediates the resetting activity of Angptl8 in the liver clock. Notably, two membrane proteins, in addition to PirB, can also bind to Angptl8. One protein, Marco, is expressed in macrophages found in the pancreas and regulates lipid metabolism. The other protein, RTN4R, is a neuronal receptor^53^. Whether these two receptors are also involved in the resetting function of Angptl8 remains unknown.

Since Angptl8 increases Per1 expression and the signal transduction is dependent on the membrane receptor PirB, it is necessary to elucidate the molecular mechanisms by which the Angptl8-PirB axis regulates Per1 gene expression in nucleus. Previous studies have indicated that Angptl8 increases the insulin sensitivity in HepG2 cells through triggering the phosphorylation of AKT and GSK-3β proteins^54^. On the other hand, PirB, acting as a receptor, responds to the external inflammatory signals or bacterial stimulation and regulates the phosphorylation of downstream MAPK and NF-κB factors through recruitment of SH2 containing phosphatases (e.g. SHP-1/2)^55–58^. Notably, these factors are intensively involved in the regulation of Per1 expression via various transcription factors including *c-Fos*, *FosB* and *c-Jun*^33,59^. These findings strongly suggest that various kinases (MAPK and AKT), as well as transcriptional factors (e.g. NF-κB), may mediate the regulation of Per1 expression by the Angptl8-PirB axis. Therefore, in the present study, we examined the changes of these kinases and transcriptional factors in response to Angptl8. Our results revealed that Angptl8-induced the phosphorylation of P38 MAPK, NF-κB, and AKT mediated its action on Per1 expression. More importantly, the knockdown of PirB impaired Angptl8-induced such phosphorylation. Co-IP analysis indicated that the Angptl8 decreased the auto-phosphorylation of PirB at tyrosine sites and reducing the recruitments of SHP1/2. Taken together, our experiments demonstrated that Angptl8 induced the phosphorylation of P38 MAPK, NF-κB, and AKT through decreasing the auto-phosphorylation of PirB at tyrosine sites and reducing the recruitments of SHP1/2, and finally activated Per1 expression.

Angptl8 is considered a novel but atypical member in the Angptl family because of its unique structure and crucial effects on lipid metabolism^24,60^. Additionally, Angptl8 participates in the pathogenesis of metabolic disorders, such as non-alcoholic fatty liver disease and diabetes^61,62^. The present study also revealed an unexpected role for Angptl8 in the resetting of the liver clock. Taken together, Angptl8 may serve as a critical integrator in coordinating the circadian clock and energy metabolism in the liver. At the metabolic level, recent studies have implied an essential role of Angptl8 in the regulation of TG homeostasis and VLDL secretion during the fasting-refeeding transition. Mechanistically, refeeding signals trigger the liver X receptor α (LXRα) and RXR to form a heterodimer, and further activating the transcription of *Angptl8* through binding to the LXR response elements on its proximal promoter. In contrast, fasting signals induce the accumulation of glucocorticoids in the circulating system. This accumulation activates and recruits glucocorticoid receptor (GR) dimmers to the nGRE located on the *Angptl8* promoter region, thus inhibiting *Angptl8* transcription^28^. Coincided with these findings, our present study indicated that the refeeding robustly increased *Angptl8* mRNA expression in 10 min (Supplementary Fig. 8), suggesting a rapid turnover of *Angptl8* mRNA in response to the fasting and refeeding transition. Indeed, the half-life of *Angptl8* mRNA is only 15.7 min and such an instability is important for its oscillation and function^28^.

Compared with other known integrators of clock and metabolism (such as PGC-1α and PPAR family members), we propose that the administration of Angptl8 has the following advantages: (1) Angptl8 has no effect on the SCN master clock. In vivo injection of purified Angptl8 protein did not change the oscillation of core clock genes in the SCN, suggesting that Angptl8 functions exclusively in the periphery, leaving SCN untouched. (2) We carefully titrated the doses of Angptl8 in the in vivo injection and found that a low dose (1 μg/kg) of Angptl8 showed a modest effect on systemic metabolism but sufficiently regulated the liver clock. In contrast, previous studies on the roles of metabolic regulation of Angptl8 preferred using a adenovirus-mediated gain-of-function strategy, which led to an artificially high level of Angptl8^28^. Only in such cases can Angptl8 efficiently function in metabolic regulation. The difference in the window of manipulating Angptl8 levels when targeting clock and metabolism will enable flexibility in the modulation of these two pathways in a separate or combined manner. (3) As a secreted protein, Angptl8 is easily blocked by using a neutralized antibody. Thus, the modulation of Angptl8 is more convenient than that of nuclear factors.

Last but not least, our data indicated that Angptl8 is predominately secreted by the liver, and regulates the liver clock in turn, suggesting it is possible that this circulating hepatokine may transmit time information among different liver cells, such as hepatocytes, hepatic satellite cells and Kupffer cells. However, the physiological roles of Angptl8 in HSC and Kupffer cells currently remain unknown and is interesting to be investigated in the future study. On the other hand, it should be noted that Angptl8 is a secreted protein and can be delivered to various peripheral tissues through circulation. This factor also responds robustly to the external stimuli, in particular nutritional signals. Therefore, we believe that evaluation of the physiological functions of Angptl8 at the organ/tissue level (when specifically considering that the resetting of peripheral clock is largely dependent on the hormone cues balanced by the organ crosstalk) gets higher priority than that at the intra-tissue level.

In conclusion, we provided the evidence that Angptl8 is induced in circulation and in the liver in response to food intake. Functionally, this protein mediates the resetting of the liver clock by food through the PirB/Per1 axis. These interesting findings suggest that Angptl8 is a hepatokine in the orchestration of the liver clock, in addition to its diverse effects on metabolic regulation. Although other factors, such as insulin and glucocorticoids, also have similar actions, targeting these proteins may cause severe side-effects and clinical risks^63–65^. The present study provides a safer and more convenient drug target to treat metabolic disorders arising from circadian clock disruption from the view of chronotherapy.

## Methods

### Animals

All animal procedures in this investigation conform to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH publication No. 85–23, revised 1996) and was approved by the Laboratory Animal Care & Use Committee at China Pharmaceutical University (Permit number SYXK-2016–0011). Male C57BL/6 J mice were maintained in a 12 h LD cycle and in a temperature- and humidity-controlled environment. Zeitgeber time zero (ZT0) referred to lights on. For fasting/re-feeding experiments, the mice were either fed ad libitum, or subjected to 16-h fasting (from ZT9 to ZT1 the next day) or 16-h fasting followed by 20-h re-feeding. For analysis of the circadian expression of Angptl8 in the liver, mice were maintained under LD for 1 week and subsequently subjected to DD for 6 weeks. For time-restricted feeding experiments, the mice were fed exclusively at night (night feeding from ZT12 to ZT0, NF) for 10 days, and then these animals were divided into two groups: one was maintained on NF, while the other group was switched to day feeding (DF, from ZT0 to ZT12). The mice were subjected to these feeding rhythms for 7 days and then sacrificed at ZT0 and ZT12. To investigate the effect of Angptl8 on resetting liver clock, the mice were *i.p*. injected with recombinant mouse His-Angptl8 protein (Cloud-Clone Corp., Wuhan, China) or its vehicle (PBS) at ZT2. In contrast, to knock down Angptl8 expression in liver, we transduced AAV8 system carrying shRNA against scramble (as a negative control) or Angptl8 (designed and synthesized by Hanbio, Shanghai, China) into mice at a dose of 1 × 10^12^ vg through tail-vein injection. In addition, the immuno-neutralized Angptl8 antibody (synthesized by Bioworld Corp., Nanjing, China, 50 μg/25 g) or control IgG was i.p. injected into mice to quench Angptl8^66^. Besides, to knock down Per1 in mouse liver, we transduced adenoviruses expressing either scramble shRNA or Per1 shRNA (designed and synthesized by Genepharma, Shanghai, China) into mice at a dose of 1.5 × 10^9^ plaque-forming units (PFU) per mouse through tail-vein injection. Detailed sequences for shRNA oligonucleotide sequences were listed in Supplementary Table 12. Animals were sacrificed at indicated time points by cervical dislocation.

### High-throughput RNA sequencing

To screen out candidate genes that mediate the food-driven resetting of the liver clock, the mice were subjected to fasting/re-feeding cycles or DD for 6 weeks as described above. Liver samples were pooled, and total RNA was isolated for the construction of RNA-seq libraries. The quality of the RNA libraries was evaluated using the Agilent 2200 TapeStation (Agilent Technologies, USA). Library sequencing was performed on a HiSeq 3000 sequencing platform (Illumina Company, USA) by Guangzhou RiboBio Corp., China. Fragments Per Kilobase of transcript per Million mapped reads (FPKM) were calculated for additional statistics. All the reads were mapped to the mouse genome (GRCm38/mm10).

### Wheel-running activity

Six-week-old mice were placed in standard mouse cages equipped with infrared sensors to detect locomotor activity. After 10-day accommodation to an LD cycle, the mice were i.p. injected daily with 1 μg/kg of recombinant Angptl8 or vehicle (PBS) for 24 constitutive days (at ZT2 for 15 days in LD and at CT2 for another 9 days when the mice were switched to DD). Wheel revolutions were recorded in 6-min bins by using ClockLab system (Actimetrics, Wilmette, IL, USA). The circadian period and phase shift in DD were determined using ClockLab analysis software (Actimetrics, Wilmette, IL, USA)^50,67^.

### Cell culture and real-time monitoring assay

Mouse Hepa1c1c-7 hepatoma cells (ATCC, Manassas, VA, USA) were cultured at 37 °C and 5% CO_2_-95% air in α-MEM (Invitrogen, CA, USA) supplemented with 10% fetal bovine serum (FBS). To detect the circadian mRNA expression of clock genes in response to Angptl8, we treated the cells with Angptl8 for 2 h, and collected cell samples at 4-h intervals. For the real-time monitoring assay, human *Per2::Luc* U2OS cells (a gift from Zhang Eric Erquan^68^, National Institute of Biological Sciences, Beijing, China) plated onto 35-mm dishes (6 × 10^5^ cells/dish) were cultured at 37 °C and 5% CO_2_ −95% air in high-glucose DMEM supplemented with 10% FBS for 5 days, and then the culture medium was changed into serum-free DMEM for another 24 h. To study the synchronization effects of Angptl8, the cells were treated with Angptl8 or 50% horse serum (HyClone, Logan, UT, USA) for 2 h. The medium was subsequently replaced with recording medium (phenol red-free DMEM supplemented with 10% FBS, 10 mM HEPES buffer (pH 7.0), 0.1 mM luciferin (Promega, Madison, WI, USA), 100 units/mL penicillin and 100 μg/mL streptomycin)^69^. Baseline fluctuations of the raw data were fitted to polynomial curves and subtracted from the raw data by using the LM Fit (damped sine) tool of LumiCycle analysis software (Actimetrics, Wilmette, IL, USA). The period length and amplitude were calculated from the raw data derived from 48 to 120 h after synchronization by using MATLAB software (9.0 Version R2016a, MathWorks Inc., MA, USA).

### RT-qPCR analysis

Total RNA was isolated using Trizol reagent (Invitrogen, USA), reverse transcribed, and analyzed by quantitative PCR (qPCR) using SYBR Green (Takara, Japan) and the LightCycler® 480 System (Roche, Basal, Switzerland). The primers for mouse 36B4 were included for normalization. A complete list of PCR primers is shown in Supplementary Table 12.

### Western blot analysis

Liver tissues were homogenized, and the cells were lysed in RIPA buffer. The protein concentration was quantified with a BCA protein quantification kit (Bio-Rad, Hercules, CA, USA). Equal amounts of protein were loaded and separated by 10% SDS-PAGE and then transferred onto polyvinylidene difluoride membranes (Millipore, Bedford, MA, USA). The membranes were incubated overnight with appropriate primary antibodies. Bound antibodies were then visualized using HRP-conjugated secondary antibodies. A quantitative analysis was performed by using NIH ImageJ 1.32j software. The Western blot results are shown as representative blots from two animals randomly selected from each group. The anti-Per1 (Cat. No. 13463-1-AP, 1:1000 dilution) antibody was obtained from Proteintech (Chicago, IL, USA), the anti-Angptl8 (Cat. No. PA5-38043, 1:1000 dilution) and anti-PirB (Cat. No. MA5-24049, 1:500 dilution) antibodies were purchased from Thermo Fisher Scientific (USA), the anti-phospho-ERK1/2 MAPK (Thr 202/Tyr 204, Cat. No. 4377, 1:1000 dilution), anti-total ERK1/2 MAPK (Cat. No. 9102, 1:1000 dilution), anti-phospho-P38 MAPK (Cat. No. 9212, 1:1000 dilution), anti-phospho-AKT (Ser 473, Cat. No. 4060, 1:1000 dilution), anti-total AKT (Cat. No. 9272, 1:1000 dilution), anti-phospho-GSK3β (Ser 9, Cat. No. 9323, 1:1000 dilution) and anti-total GSK3β (Cat. No. 9315, 1:1000 dilution), anti-SHP1 (Cat. No. 3759, 1:1000 dilution), anti-SHP2 (Cat. No. 3397, 1:1000 dilution) and anti-phospho-tyrosine (Cat. No. 9411, 1:2000 dilution) antibodies were obtained from Cell signaling technology (Shanghai, China), and anti-total-P38 MAPK (Thr 180/Tyr 182, Cat. No. 11253, 1:1000 dilution) were purchased from SABiosciences (MD, USA), anti-phospho-NF-κB (Ser 529, Cat. No. BS4317, 1:1000 dilution) and anti-total NF-κB (Cat. No. BS9879, 1:1000 dilution) were obtained from Bioworld (Nanjing, China), the anti-GAPDH (Cat. No. KC-5G5, 1:10000 dilution, Shanghai, China) antibody was obtained from Kangchen Biotech. Uncropped images are shown in Supplementary Fig. 11.

### Plasmids, transfection and reporter gene assays

The *Per1* promoter (−2100 to +100 bp) was amplified from mouse genomic DNA by using the primers shown in Supplementary Table 12. The sequences were validated by sequencing and cloned into a PGL3-basic vector using the KpnI and MluI restriction sites. Plasmids encoding mouse full-length Angptl8 and the PirB CDS domain were synthesized by Bioworld Technology, Inc. (Nanjing, China). All transient transfections were conducted using Lipofectamine 3000 (Invitrogen, CA, USA) according to the manufacturer’s instructions. For the luciferase reporter assays, 100 ng of reporter plasmids were transfected into mouse Hepa1c1c-7 cells. After 36 h, the cells were treated with 40 nM Angptl8, 50% horse serum (as a positive control) or two negative controls (PBS or BSA) for another 2 h. Relative luciferase activities were determined using a dual luciferase system (Promega, Madison, WI, USA).

### Immunocytochemistry

To analyze the Per1 intracellular localization, mouse Hepa1c1c-7 cells were treated with or without Angptl8 for 2 h. Cells were then fixed in ice-cold 4% paraformaldehyde for 30 min, followed by blocking in 5% goat serum for 1 h, and then incubation with rabbit polyclonal anti-Per1 antibody overnight at 4 °C. To detect the colocalization of Angptl8 and PirB on the cell membrane, mouse Hepa1c1c-7 cells were treated with or without His-Angptl8 for 20 min. After washing, the cells were incubated with mouse monoclonal anti-His and rat monoclonal anti-PirB antibodies overnight at 4 °C. The cells were then probed with secondary antibodies conjugated to Alexa Fluor 488 (Cat. No. 4408 s, 1:500 dilution, Cell Signaling Technology) and Alexa Fluor 555 (Cat. No. 4413 s, 1:500 dilution, Cell Signaling Technology) for 1 h at room temperature^70^. Nuclei were identified with DAPI. Nonimmune IgG was used as a negative control. The sections were photographed with a Nikon fluorescence microscope (ECLIPSE, Ts2R-FL).

### Co-IP analysis

Liver tissues were homogenized, and the cells were lysed in RIPA buffer. After centrifugation, 50 μg of protein lysate was incubated with 20 μL of Protein-A/G agarose beads (Roche, USA) and 2 μg of anti-Angptl8 or anti-PirB antibody. After overnight incubation, the immune complexes were centrifuged and washed four times with ice-cold IP wash buffer. The immunoprecipitated protein was further analyzed using Western blotting.

### Adenoviruses and Per1 knockout Hepa1c1c-7 cell line construction

For PirB knockdown, adenoviruses expressing either scramble or shRNA targeting mouse PirB were designed, validated, and synthesized by Hanheng Biotech Corp. (Shanghai, China). Detailed shRNA oligonucleotide sequences were listed in Supplementary Table 12. *Per1*-deficient Hepa1c1c-7 cells were established using a CRISPR/Cas9 system according to the standard protocol provided by the Zhang lab^71^. Briefly, a single guide RNA (sgRNA) was generated by the online CRISPR Design Tool (http://crispr.mit.edu/) and cloned into SpCas9-2A-puro vector (PX459). After confirming the cutting efficiency of the sgRNA, the SpCas9 vectors were transfected into Hepa1c1c-7 cells. Sorted puromycin-resistant Hepa1c1c-7 cells were seeded onto 96-well plates for mono-colonization. After four weeks, the cell clones derived from single cells were detected for gene expression by DNA sequencing. The following sgRNA sequences targeting *Per1* were used: sgRNA1: CTAGAAGGGGCCGATGGGGG and sgRNA2: AGGCCCGGAGAACCTTTTTG.

### Serological analysis

Blood samples were collected in nonheparinized tubes and centrifuged at 1000 × *g* for 10 min at 4 °C. The serum levels of Angptl8, TG, total TC, glucose, glucagon, insulin, glucagon-like peptide-1 (GLP-1), oxyntomodulin (OXM) and ghrelin were determined by using commercial kits (EIAab Science Corp., Wuhan, China for Angptl8, Millipore, Billerica, MA, USA for insulin, Sigma, St Louis, MO, USA for GLP-1 and ghrelin, Cusabio Corp., Wuhan, China for OXM, and the Jiancheng Institute of Biotechnology, Nanjing, Jiangsu, China for the other factors), according to the manufacturer’s instructions. The blood glucose levels were measured by using a glucose monitor (Roche Diagnostics, Basel, Switzerland).

### Statistical analysis

Statistical analysis was performed by using Origin 8 software (version 8.6, OriginLab Corporation, MA, USA). The data are presented as the means ± SD (standard deviation). Circadian variations, including amplitude and phase shift, were calculated by fitting a cosine-wave equation [*y* = baseline + (Amplitude × Cos (2 × π × (x-phaseshift)/24)] on clock gene expression, with a fixed 24-h period (detailed data for the oscillation of clock genes were presented in Supplementary Table 5–11). Time series data were analyzed using one-way or two-way ANOVA followed by Bonferroni’s post hoc test. A *P*-value of less than 0.05 was considered to be statistically significant. Unless otherwise indicated, the statistics was performed using Student’s *t*-test when only two groups were compared.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Source Data

## Data Availability

The data supporting the findings are available within the article and Supplementary Information. RNA-seq data files have been deposited into Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) with accession number GSE133342. The source data of Figs. 1a, 1c–f, 2b–f, 3a–d, 4a–e, g, h, 5b, c, e, 6a–d, 7a–c, 8a, c, d, 9a–c, e–h, 10a, b, d, e, Supplementary Figs. 1a–h, 2a–f, 3a–b, 4a–d, 5a–e, 6c, 7a–g, 8a–c, 9a–g, 10a–f, are provided as a Source Data file. All other data are available from the authors upon reasonable request.

# Supplementary material for: Angptl8 mediates food-driven resetting of hepatic circadian clock in mice
**Source:** Nat Commun. 2019 Aug 6;10:3518. doi: 10.1038/s41467-019-11513-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

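After 16 h of fasting, PPARα targets and genes of fatty acid oxidation stood above their ad libitum level, and genes of cholesterol synthesis and of the acute phase response below it. Of 27 PPARα targets and genes of fatty acid oxidation, on a list fixed before the count files were opened but after Supplementary Data 1 to 3 had been seen, 26 were at least 2-fold higher and none was 2-fold lower, with a median log2 ratio of 2.38. Cyp4a10 and Cyp4a14, fatty acid hydroxylases, had log2 ratios of 8.30 (counting interval 8.20 to 8.40) and 8.20 (8.13 to 8.26). The acyl-CoA thioesterase Acot1 had 8.28 (8.00 to 8.58), and Acaa1b and Ehhadh, enzymes of peroxisomal β-oxidation, had 6.68 and 6.64. The hepatokine Fgf21 had 5.96 (5.22 to 6.80) and Cpt1a, which carries fatty acids into mitochondrial oxidation, 2.24. Cyp4a10 and Cyp4a14, and Acot1 and Acot2, are close paralogs that may share reads. Of 13 genes of gluconeogenesis and amino acid breakdown, 9 were at least 2-fold higher and none lower (median 1.45), among them G6pc at 4.36, Got1 at 2.97 and Pck1 at 1.45.

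Of 20 enzymes of cholesterol synthesis, 16 were at least 2-fold lower and none higher, with a median log2 ratio of -2.54. Squalene epoxidase (Sqle) had -5.43 (counting interval -5.68 to -5.20), Fdps -4.28 and Nsdhl -3.40. Of 7 genes of sterol regulation and LDL uptake, 5 were lower (median -1.45), with Insig1 at -3.04, and Insig2 was higher at 2.45. Of 15 genes of fatty acid synthesis and lipogenic glycolysis, 5 were lower and 2 higher (median -0.47), with Srebf1 at -3.01, Fasn at -2.63 and the elongase Elovl5 at 2.66. Of 30 acute phase genes, 29 were at least 2-fold lower (median -3.16), with A2m at -9.26, Lcn2 at -7.14, Saa3 at -6.92 and Orm2 at -6.71, while hepcidin (Hamp) was higher at 1.73. Markers of neutrophils were lower with them, 9 of 10 by at least 2-fold (median -2.99). Some of these markers had few counts in the fasted library, with Ngp at 3, Ltf at 2 and Mmp8 at 9. Of 20 genes of ER stress and the unfolded protein response, 17 were lower (median -1.72), among them Chac1 at -3.97 and Sdf2l1 at -3.71. Of 11 immediate early genes, 6 were lower and none higher (median -1.08), with Junb at -3.03 and Fos at -2.28.

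The core clock list had a median log2 ratio of 0.39, with 9 of 22 genes at least 2-fold higher and 3 lower, among them Nr1d2 at 2.90 and Dbp at 2.56. Bile acid genes had a median of 0.64 with 5 of 13 higher, including Cyp8b1 at 5.29 and Cyp7a1 at 4.65. The medians of the heat shock, glucocorticoid target, Angptl and lipoprotein lipase, and bile acid lists (0.24, 0.10, 0.39 and 0.64) lay within the central 95% of 10000 random lists of the same size matched on expression. Those of the other lists above lay outside it. Among single genes, the chemokine Cxcl1 had a log2 ratio of -8.09. The crystallin Crybb3 had -8.02 (counting interval -9.47 to -6.90, from 6 counts in the fasted library). The neutrophil protease Prtn3 had -7.36 and the transcription factor Bhlha15 -6.74 (-7.95 to -5.75, from 8 counts). Aldh3a2, a fatty aldehyde dehydrogenase, had 5.16.

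Of the 157 genes past 8-fold, 50 were higher and 107 lower, so that 31.8% were higher (38.2% with total-count scaling, 31.6% with DESeq2 size factors and 21.3% without scaling). The minimum of 100 counts in the ad libitum library favours falls in this split. Genes that rise from fewer counts, such as Fgf21 (15 counts in the ad libitum and 748 in the fasted library), cannot enter. With 100 counts needed only in the higher library, 181 genes passed. The list of 157 was smaller with other libraries as the comparison, at 94 genes against the CT1 library and 56 against the refed library. In a comparison added after the data were seen, it held 64 genes against the mean of the 6 DD libraries. The CT1 library matches the harvest of the fasted mice at ZT1 by its label only, since its clock genes placed it at 21 h among the other DD libraries. Against that mean, the list medians were 1.91 for PPARα targets, -2.74 for cholesterol synthesis, -1.84 for sterol regulation, -1.68 for lipogenesis, 0.94 for gluconeogenesis, -1.01 for the acute phase, -0.64 for ER stress, -0.65 for immediate early genes, -0.78 for neutrophil markers, 0.04 for bile acid genes and -1.08 for the core clock. That mean takes in the CT1 and CT17 libraries, where acute phase genes and neutrophil markers were high. Relative to each gene's median over the 6 DD libraries, the fasted library stood higher, at 0.45 for the acute phase and 0.45 for neutrophil markers. The ad libitum library stood at 3.25 and 3.57. Bile acid genes then had -0.04 in the fasted library, and the other lists of this comparison kept their sign.

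**Figure D2:**
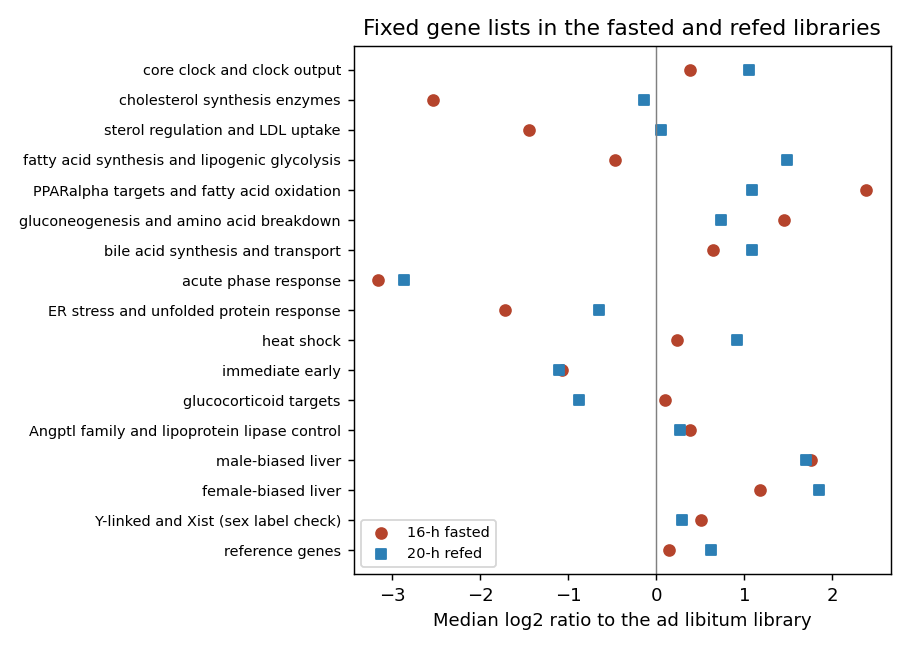
Median log2 ratio to the ad libitum library (horizontal axis) of each of the 17 fixed gene lists, with circles for the fasted and squares for the refed library (1 pooled library each). The cholesterol synthesis list stands at -2.54 in the fasted and -0.14 in the refed library, where total-count scaling gives 0.043, and the acute phase list at -3.16 and -2.87.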

Description: List of mRNAs that are highly regulated in the liver of 16-h fasted mice ($| \text{Log}_2$ (Fasted *vs. Ad libitum*) $| \geq 3$).

File name: Supplementary Data 2

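After 20 h of refeeding, 13 of the 20 cholesterol synthesis enzymes lay within 0.5 log2 units of ad libitum, as did 7226 of the 11082 genes at the count minimum, a like share, and genes of fatty acid synthesis stood above it. For cholesterol synthesis the median log2 ratio was -0.14 (0.043 with total-count scaling). Fdft1, Nsdhl and Fdps each had -0.03 (0.15, 0.16 and 0.15 with total-count scaling), while Sqle had -1.16. Of the 7 genes of sterol regulation and LDL uptake, 4 lay within the limit (median 0.05). Of the 15 genes of fatty acid synthesis and lipogenic glycolysis, 10 were at least 2-fold higher and none lower, with a median log2 ratio of 1.49. Thrsp, a regulator of lipogenesis, had 5.46 (counting interval 5.40 to 5.52), pyruvate kinase (Pklr) 2.87, Elovl6 2.76, Me1 2.71 and Fasn 2.12. Of the 27 PPARα targets and genes of fatty acid oxidation, 15 were still at least 2-fold higher (median 1.09), with Cyp4a10 at 6.32, Cyp4a14 at 6.03 and Acaa1b at 4.46. Fgf21 had 0.30 (counting interval -0.79 to 1.40) and Cpt1a 0.46. Bile acid genes were at least 2-fold higher in 7 of 13 (median 1.09), with Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at 5.21, and heat shock genes in 4 of 11 (median 0.91). The gluconeogenesis list had 6 of 13 genes higher (median 0.74), with G6pc at 2.84 and Pck1 at -0.34.

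Clock genes stood at other levels than in the ad libitum library. Of 22 genes of the core clock list, 11 were at least 2-fold higher and 5 lower (median 1.05). Dbp had a log2 ratio of 5.17 (counting interval 4.76 to 5.61), Per3 4.36, Ciart 4.09 and Nr1d2 3.93, while Npas2 had -3.29, Nfil3 -2.64 and Arntl (Bmal1) -2.19. Acute phase genes were lower in 28 of 30 by at least 2-fold (median -2.87), with A2m at -8.35 and Mt2 at -7.42, and neutrophil markers were lower in 10 of 10 (median -4.57). Several of these markers had few counts in the refed library, with Ngp at 2, Ltf at 6 and Mmp8 at 8. The better counted Csf3r (154 counts in the ad libitum and 67 in the refed library) had -1.08, and Cxcr2 (89 and 20 counts) had -2.04. The median of the glucocorticoid target list was -0.88 and that of the immediate early list -1.11. The ER stress list had a median of -0.65. Markers of liver endothelial cells lay within 0.5 log2 units in 8 of 8, those of Kupffer cells and macrophages in 8 of 10 and those of stellate cells and fibroblasts in 6 of 8.

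Among genes outside these lists, carbonic anhydrase 3 (Car3) had a log2 ratio of 8.42, Upp2 5.31, the methyltransferase Inmt 5.16 and the citrate transporter Slc13a5 -6.22. Reg3b had 409 counts in the ad libitum and 0 in the refed library, and was at least 126-fold lower against the floor of 3 counts. Of the 34 list medians in the fasted and refed libraries together, 22 lay outside the central 95% of the random lists, which describe these libraries and not the conditions. After refeeding, the sterol regulation list (percentile 34.7) and the gluconeogenesis list (percentile 92.4) lay inside it, and the cholesterol synthesis list (percentile 2.44) and the other pathway lists named here outside it. Against the mean of the 6 DD libraries in place of the ad libitum library, the medians were 0.29 for lipogenesis, 0.24 for PPARα targets, 0.19 for bile acid genes, 0.18 for gluconeogenesis, 1.00 for heat shock, -0.16 for cholesterol synthesis, -0.25 for sterol regulation, -0.34 for the core clock, 0.26 for ER stress, -0.70 for the acute phase, -0.62 for immediate early genes, -0.65 for glucocorticoid targets and -1.92 for neutrophil markers. Relative to each gene's median over the 6 DD libraries, the refed library had the other sign for the acute phase (0.68) and cholesterol synthesis (0.07). The other lists of this comparison kept their sign, with neutrophil markers at -0.49. Without a count minimum, 12616 genes lay within the refed limit.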

Description: List of mRNAs that are conserved in the liver of mice subjected to refed ($| \text{Log}_2$ (Refed *vs. Ad libitum*) $| \leq 0.5$).

File name: Supplementary Data 3

Description: List of mRNAs that are highly regulated in the liver of mice subjected to DD (Log_2 (CT Peak *vs. Nadir*) ≥ 2).

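In DD, most clock genes and most acute phase genes passed the 4-fold peak-to-nadir rule. Of 22 genes of the core clock and its output, 18 passed. Dbp (log2 peak-to-nadir ratio 5.93) and Nr1d1 (5.41) peaked at CT5, Usp2 (5.23), Per3 (4.98), Per1 (4.37) and Per2 (3.40) at CT9, Cry1 (2.31) at CT13, and Npas2 (5.55), Arntl (4.45) and Nfil3 (2.31) at CT21. Rgs16, a regulator of G-protein signalling, peaked at CT5 with 8.39. Of 30 acute phase genes, 24 passed, with the largest ratios of the DD list among them. Saa2 had 10.57, Mt2 9.85, Lcn2 9.26, Saa1 8.91, Saa3 8.74 and Orm2 8.27, each with its peak at CT17 and its nadir at CT13. Saa1 and Saa2 are close paralogs that may share reads. The median log2 level of the acute phase list, relative to the median of the 6 DD libraries, was 2.63 at CT17 and 2.35 at CT1, but -0.44 at CT21, between them in time. Markers of neutrophils moved with it, at 3.05, 2.74 and -0.02 in the same 3 libraries. Of these 10 markers, 4 had enough counts for the rhythm test. Ngp, Ltf and Mmp8 had 0 to 4 counts at CT5, CT9 and CT13, so the size of these medians is uncertain. Matched to the other DD libraries, the clock list placed the CT1 library at 21 h and the CT21 library at 23.2 h. Of 15 lipogenic genes, 6 passed, with Thrsp (4.44) and Elovl6 (2.22) both at their peak at CT13. Of 20 ER stress genes, 5 passed, with Derl3 (3.45) and Creld2 (2.90) at their peak at CT1, and of 11 immediate early genes 6 passed, with Fos (4.25) and Egr1 (3.98) at CT17. Of 27 PPARα targets 6 passed, of 8 glucocorticoid targets 5, of 11 heat shock genes 5, and of 20 cholesterol synthesis enzymes 2.

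A 24-h cosine was tested in 13096 genes with edgeR's quasi-likelihood F test on the 6 libraries, which leaves 3 residual degrees of freedom. None passed at an adjusted p of 0.05, 1242 had an unadjusted p under 0.05, and the smallest adjusted p was 0.11. DESeq2's likelihood ratio test called 375 genes and limma-voom none, with 1224 genes at an unadjusted p under 0.05. Of the 21 genes of the clock list that were tested, 19 had an unadjusted p under 0.05, and 19 passed when adjusted over the list alone. Noct, a deadenylase under clock control, had a log2 amplitude of 1.98 (standard error 0.16, adjusted p = 0.11 from edgeR), and Per2 one of 1.73 (standard error 0.17, adjusted p = 0.13 from edgeR). Other genes at the smallest p were Nampt, the rate-limiting enzyme of NAD salvage, Klf13, Slc25a25 and Nat8f5. Adjusted over the list alone, 5 genes of gluconeogenesis, 3 lipogenic, 3 immediate early, 2 glucocorticoid target and 1 bile acid gene passed, and none of the cholesterol synthesis, PPARα, acute phase, ER stress or heat shock lists.

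The paper's cosine equation was fitted to 28 clock and screen genes. None passed after Benjamini-Hochberg adjustment of the exact permutation test (lowest adjusted p = 0.156), and 5 had an unadjusted exact p under 0.05, of which Noct had the smallest that 60 distinct orders allow, 0.0167. Many of the 28 genes would have to share that smallest p for any to pass, so the adjusted test could hardly be met. Acrophases were CT4.4 for Nr1d1, CT6.4 for Dbp, CT9.1 for Per1, CT10.5 for Per2, CT15.2 for Cry1 and CT20.2 for Arntl. By the library of their peak, 109 of the 438 genes past the 4-fold rule were highest at CT1 and 108 at CT17, against 74 at CT13, 51 at CT9, 50 at CT21 and 46 at CT5. Without the CT1 and CT17 libraries, 171 genes passed.

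**Figure D3:**
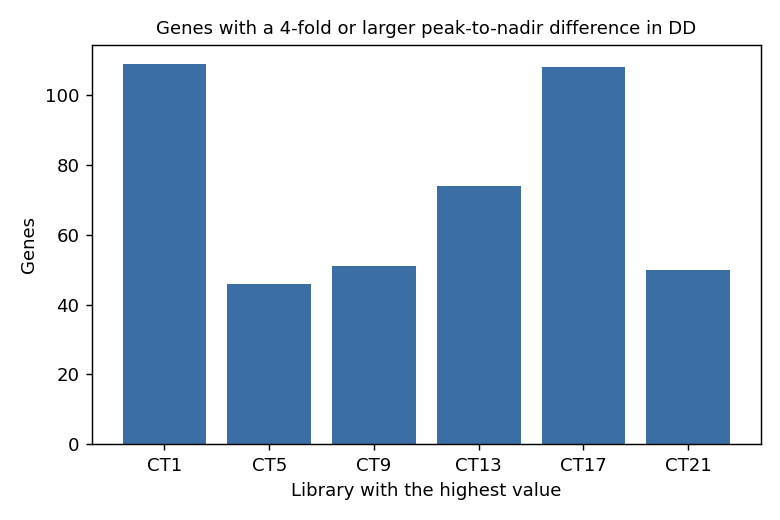
Number of genes past the 4-fold peak-to-nadir rule in DD (vertical axis) by the library in which each was highest (horizontal axis, circadian time; 1 pooled library each). CT1 holds 109 genes and CT17 holds 108.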

How the deposited data were processed for this re-analysis (not part of the article)

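Liver RNA of male C57BL/6J mice was measured by RNA-seq in 9 conditions, ad libitum feeding, a 16-h fast, a 16-h fast followed by 20 h of refeeding, and 6 circadian times in DD. The livers of each condition were pooled, and 1 library was made per condition from polyA+ RNA and sequenced as paired reads of 150 bases on a HiSeq instrument. The authors mapped the reads to GRCm38/mm10 (TopHat2 2.0.13 in the submitters' processing notes) and deposited 1 table of whole-number counts per library, with 27457 RefSeq mRNA transcripts in each. The counting program, its treatment of reads that fall in several transcripts and its use of strand are not given in the sources used here. The methods name FPKM for the statistics, and the supplementary tables that carry this heading hold the same whole-number counts.

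Transcripts were named from the GRCm38.p6 RefSeq annotation (27049), GENCODE M21 (120) and the paper's tables (12). The 276 transcripts without a name, which held 0.302% to 0.632% of the counts of a library, were left out of library sizes and tests. For each gene the transcript with the highest total count over the 9 libraries was kept, since 3996 genes have 2 or more transcripts, whose counts may overlap. This choice was made after the files were seen, and keeping every transcript is among the alternatives. The build of the annotation is that of the files, and the positions of 438 of the 438 genes of Supplementary Data 3 with coordinates overlapped it.

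Scaling was by TMM (edgeR 4.0.16, R 4.3.3) over the 9 libraries. Fasted and refed libraries were compared with the ad libitum library as log2 ratios, with exact 95% counting intervals and no p-value, because 1 library per condition allows no test. The screening rules took their thresholds from the descriptions of Supplementary Data 1 to 3, a log2 ratio of at least 3 or at most -3 after fasting, at most 0.5 in size after refeeding and at least 2 between peak and nadir in DD, with a minimum of 100 counts in the ad libitum or the peak library. A library at 0 counts was set at 3, and such a ratio is a lower bound. Gene lists and cell type marker lists were fixed before the count files were opened, and a list's median was placed among 10000 random lists of the same size matched on mean expression in 20 bins, over members with at least 10 counts. Values in Supplementary Data 1 to 3, which are part of the same counts, had been seen when the lists, the naming rule and the alternatives were fixed, including the level of acute phase genes in the ad libitum, CT1 and CT17 columns. Rhythm in DD was tested with edgeR's quasi-likelihood F test of the cosine and sine of a 24-h period, with genes kept by filterByExpr at a minimum count of 10 and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 amplitude was calculated back from the amplitude and its F statistic, taking the cosine and sine errors as equal and uncorrelated. It is therefore no separate measure of precision. The paper's cosine equation was fitted by least squares, with an exact permutation test over the 720 orders of the 6 libraries, 60 of them distinct. The tools were DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

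Genes are named in the text by a rule fixed before the count files were opened. It takes the genes that the paper names, the 8 largest rises and the 8 largest falls of each comparison that meet the count minimum, the 12 smallest p and the 8 largest peak-to-nadir ratios in DD, the 4 leading members of each list and every core clock gene. Ptk6, Slc25a30 and Dock6 were added after their values were seen. Some genes that the rule takes are not reported here.

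The rhythm tests, the 3 screening rules, the list percentiles and the cosine fit were tested on simulated data, and the clock list times and the resampling of its genes were not. On 12942 genes with waves added, edgeR called 6% of genes at a log2 amplitude of 0.5, 76% at 1, 94% at 1.5 and 98% at 2, and 9.87% of its calls were unchanged genes (27.5% for DESeq2 and 9.40% for limma-voom). The waves were exact cosines, and the spread in these simulations was that about the cosine fitted to DD. In the real libraries Ciart (log2 amplitude 2.86, adjusted p = 0.25), Dbp (2.64, 0.42) and Noct (1.98, 0.11) did not pass edgeR's quasi-likelihood F test. The simulated shares therefore do not carry over, and 0 calls do not show that strong rhythms are absent. The fasted rule took 99% of genes set 16-fold lower, 2% of genes set 4-fold lower and 0.0539% of unchanged genes. The refed rule took 80.2% of unchanged genes and 13% of genes set 2-fold higher. The DD rule took 100% of genes set 8-fold higher in 1 library and 1.90% of unchanged genes. Of simulated lists of 20 genes, 10 of 10 set 2-fold higher and 5 of 100 unchanged lists lay outside the central 95% of random lists. The exact cosine test called 61% of 200 genes with a wave of 80% of the baseline and 1% of unchanged genes at an unadjusted p under 0.05, with a median acrophase error of 0.419 h.

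Gene totals of 43778420 to 59862053 counts per library keep counting error small for abundant genes. Counting intervals are given beside some ratios only, and a ratio without one is not thereby well measured. The intervals leave out differences between mice and between preparations, which pooled single libraries do not show. Alternatives were other scalings, count minimums, thresholds, comparison libraries and rhythm tests, and leaving out libraries. RT-qPCR, serum and restricted-feeding measurements of the paper were not analysed here.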

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

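All tests in this part were chosen after the results were seen. The first pattern is the level of acute phase genes, which the paper does not discuss. The list took 27.3% of the counts of the ad libitum library, and its median log2 level had a range of 3.29 over the 6 DD libraries, with CT1 and CT17 high. Neutrophil markers stood out in the same libraries, with a median log2 ratio of refed to ad libitum of -4.57. Of these markers, Ngp, Ltf and Mmp8 had 2, 6 and 8 counts in the refed library. The range was at least 3.07 under each of 4 scalings. These shift a library by far less than that range, so the comparison shows only that the choice among them does not account for it. Against reads from neutrophils as a source of the list's summed counts, the range of S100a8 and S100a9 over the 9 libraries was 0.0148% of that of the list in CPM. A sum is carried by the list's abundant genes, so this does not cover its median level. Wrong time labels of the DD libraries stay open, since the stated order of the 60 fitted the clock list best in 67.3% of 10000 resamples of its genes, and the clock list placed the CT1 library at 21 h, before the CT21 library at 23.2 h; with them a 24-h rhythm stays open, although the median log2 ratio of CT21 to the lower of CT17 and CT1, its neighbours by label, was -2.85. An acute inflammatory response in some of the pooled mice and a difference in handling or batch may also be candidate explanations, which were not tested.

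The second pattern is the phase of the clock genes in the 3 libraries of the feeding experiment, found through the core clock list, whose median log2 ratio of refed to ad libitum was 1.05. Matched to the DD series, the 22 clock genes placed the ad libitum library at 19.6 h, the fasted library at 1.0 h and the refed library at 4.7 h, with a largest error of 4.0 h, at CT1, when each DD library was left out in turn. The ad libitum library, from which the largest gap is counted, had a root mean square residual of 1.10 log2 units, above each DD library (0.403 to 1.07), against 0.991 for the fasted and 0.559 for the refed library. The largest gap between the 3 libraries, 9.1 h, could come from different harvest times, and this cannot be told apart from an effect of feeding because the harvest times of the ad libitum and refed mice are not given in the sources used here. If the refed mice were fasted until ZT1, their refeeding ended at ZT21. The clock list lay 7.7 h from that time (7.9 h with the CT1 and CT21 times exchanged). This gap cannot decide whether the clock simply followed this schedule. The clock list times are circadian times from mice in DD, and how these relate to ZT is not given in the sources used here. The largest error of 4.0 h comes from DD libraries only and does not cover an offset between CT and ZT. A shift of the liver clock by refeeding, the subject of the paper, also stays open and was not tested here.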

How the results depend on the processing

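With 1 pooled library per condition, the ratios have counting error only, and no setting tests the spread between mice. No paired analysis was possible because each condition has 1 library. Of the values that answer a comparison, 71 stayed within 1.5 times of the main count or within counting error under the alternative settings and 30 moved; of those for single genes and lists, 1026 stayed, 622 moved and 5 reversed, where reversed is a change of sign in a list outside the central 95% of random lists or in a gene at least 2-fold from ad libitum. A further 11 list medians and 50 values of single genes, below these limits, also changed sign. The fasted list (157) had 396 genes at a log2 threshold of 2, 94 against the CT1 library, 56 against the refed library and 64 against the mean of the 6 DD libraries. The refed list (7226) had 12616 without a minimum. The DD list (438) had 1577 at a minimum of 10 counts, 272 at 500, 1267 without a minimum, 2320 at a log2 threshold of 1, 171 without the CT1 and CT17 libraries, and 343 to 387 with each library left out in turn. The genes meeting all 3 rules (4) became 1 (Angptl8) at a minimum of 500 counts, 2 (Angptl8 and Pdk4) with 5 counts added, 7 at a fasted threshold of 2, 1 (Pdk4) without CT1 and CT17, and 2 to 4 with each DD library left out, the 2 being Pdk4 and Ptk6 without CT1 or without CT9. With the edgeR rhythm test as the DD rule the number had to be 0, because no gene passed that test. Rhythmic genes (0 by edgeR) were 375 by DESeq2's likelihood ratio test, 5 with the acute phase mean as a covariate and 0 to 15 with each library left out, 15 without CT21. The log2 ratio of Angptl8 after fasting (-3.31) was -3.62 without scaling. After refeeding (0.26) it was 0.45 with total counts, 0.15 without scaling and -0.0074 relative to Rplp0. Its peak-to-nadir ratio (2.64) was 2.77 with total counts, 2.46 without scaling, 3.02 relative to Rplp0, 1.75 without CT1 and CT17, and 1.75 to 2.64 with each library left out, 1.75 without CT1 and 1.93 without CT9. Against the mean of the 6 DD libraries, the median of the core clock list reversed after fasting (-1.08) and refeeding (-0.34), as did those of the ER stress list (0.26) and of Kupffer cell and macrophage markers (0.010) after refeeding, and total-count scaling reversed that of the cholesterol synthesis list after refeeding (0.043). A list median counted as unmoved within 0.5 log2 units. By construction, more genes can pass a lower minimum or a looser threshold, and fewer a higher minimum or a peak-to-nadir rule with libraries left out. Without a minimum, 3 counts were added to a library with fewer. For the other settings the cause was not tested. Keeping every transcript, leaving out the acute phase list and comparing with the mean of the 6 DD libraries for the fasted list were chosen after seeing the data. At the counts of Gnat2, Ptk6 and Fgf21 in single libraries, depth limits the ratios to the intervals given with them.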

Differences from the paper's values

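The values of the paper's supplementary tables are log2 ratios computed from unscaled counts. After fasting, the paper's value for Mfsd2a is 4.25 and the value here 4.57, for Pdk4 3.33 against 3.64, for Angptl8 -3.62 against -3.31 and for Idi1 -4.30 against -3.98. After refeeding, the paper's value for Angptl8 is 0.15 and the value here 0.26. Between peak and nadir in DD, the paper's value for Angptl8 is 2.46 against 2.64 here, and for Idi1 2.09 against 1.98 here. Of the alternatives set before the count files were opened, no scaling gives each of these values of the paper, and total-count scaling also gives that of Idi1 in DD, at 2.10. The remaining differences persist with total counts and with DESeq2 size factors. For Angptl8, values relative to Rplp0 and with libraries left out also differ from the paper's, but not always in the same direction. The refed value relative to Rplp0 (-0.0074) and the DD values without CT1 (1.75) and without CT9 (1.93) lay below the paper's, whereas the main values lay above.

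The paper names 6 genes that meet its rules. Of these, Angptl8, Gnat2 and Pdk4 met them here, while Mfsd2a lay outside the refed limit at 0.61, and Idi1 and Mvd lay below the DD limit at 1.98 and 1.998. Ptk6, which the paper does not list, met all 3 rules here. Without scaling, 6 of 6 met them and Ptk6 did not, also when every transcript was kept, a setting chosen after seeing the data. Total-count scaling called 5 genes, Angptl8, Idi1, Pdk4, Ptk6 and Slc25a30, of which the paper does not list Ptk6 and Slc25a30, and Gnat2 then had a peak-to-nadir ratio of 1.88. DESeq2 size factors called 4 genes, Angptl8, Mvd, Pdk4 and Ptk6, with Gnat2 at 1.99. Of the 165 genes of the paper's fasted list, 141 were among the 157 here (163 without scaling), and of the 449 of its DD list 390 were among the 438 here (443 without scaling).

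By RT-qPCR, which it calls independent, the paper places the lowest hepatic Angptl8 of the DD series at CT17. Whether the RT-qPCR used mice other than those of the pooled libraries is not stated in the sources used here. In the libraries here the lowest was CT1 under each of 5 scalings, and CT17 was the second highest, or the third highest relative to Rplp0. The peak at CT9 that the paper gives is also the peak here under each of these scalings. Supplementary Data 1 to 3 head their values as FPKM, and every value compared was a whole number equal to the deposited count.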

Other observations

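All tests in this part were chosen after the results were seen, apart from the gene lists. Male-biased liver genes were higher in both the fasted and the refed library than in the ad libitum library, with median log2 ratios of 1.76 and 1.70. In the fasted library 6 of 11 were at least 2-fold higher and 2 lower, and in the refed library 8 were higher and 1 lower. Cyp4a12b had 3.50 and 3.36, and Cyp4a12a 2.45 and 2.74, while Hsd3b5 had -2.35 in the fasted and 2.37 in the refed library. Female-biased genes, of which 6 of 10 reached 10 counts, also had positive medians of 1.18 and 1.85. Against the mean of the 6 DD libraries the medians were 0.30 and 0.14 for the male-biased list and 0.32 and 0.70 for the female-biased list. The 4 Y-linked genes measured (Ddx3y, Eif2s3y, Kdm5d and Uty) were present in all 9 libraries, with list medians of 0.51 and 0.30. The reference list had medians of 0.15 and 0.63, with Actb at -1.50 and -0.65. Hepatocyte markers had medians of 0.91 and 0.66, with albumin (Alb) at 1.14 and 0.72 but transferrin (Trf) at -2.21 and -1.84.

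Markers of other cell types were set against the same libraries. Cholangiocyte markers had medians of -0.05 after fasting (0.06 with total-count scaling) and 1.08 after refeeding, with Spp1 at -3.51 and -2.62 and Sox9 at -2.86 and -2.54. T and NK cell markers had 0.97 and 0.39, B and plasma cell markers 1.10 and 0.03, and red blood cell markers 0.04 and 0.63. Several T and B cell markers had few counts, with Cd3d at 3 in the ad libitum and 10 in the fasted library and Cd79a at 16 and 27. After fasting, Kupffer cell and macrophage markers had -0.18, liver endothelial markers 0.14, and stellate cell and fibroblast markers 0.17. After refeeding these 3 lists had -0.33, -0.16 (0.03 with total-count scaling) and 0.25. The gut epithelium list had 1.32 and 1.56, led by Fabp2 at 3.73 and 3.22. Of the exocrine pancreas markers 1 of 10, and of the adipocyte markers 2 of 6, reached 10 counts, too few for a median. Within the Angptl list, Angptl4 had 2.21 after fasting and -0.22 after refeeding, while the list medians were 0.39 and 0.27. Against the mean of the 6 DD libraries, some of these medians had the other sign. After fasting, Kupffer cell and macrophage markers had 0.28, stellate cell and fibroblast markers -0.39 and the Angptl list -0.03, and after refeeding, T and NK cell markers had -0.43, B and plasma cell markers -0.74, stellate cell and fibroblast markers -0.05, hepatocyte markers -0.05, Kupffer cell and macrophage markers 0.010 and the Angptl list -0.07. Cholangiocyte markers then had -0.96 and 0.12, red blood cell markers 1.12 and 1.38, and gut epithelium markers 0.83 and 0.67.

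Angptl8 was among the 3 highest of the 6 DD libraries at CT17, between lower values at CT13 and CT21. Scaling argues little for it, since the lowest place of CT17 under 5 scalings was 3, relative to Rplp0, and it was 2 under the others. Reads from Dock6 on the opposite strand argue little for it either, because the Dock6 count there was 15.3% of that of Angptl8. Acute phase genes were also high at CT17, but at CT1, where they were high too, Angptl8 was lowest. A feature of the pooled mice may account for it, and no biological explanation was tested.

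The number of genes with a 24-h cosine was set against other orders of the 6 DD libraries. In the stated order 1242 genes had an unadjusted p under 0.05 from edgeR, and 16 of the 60 orders, the stated one included, gave as many. In each of the 15 others the CT17 library stood next to the CT1 library in time, and acute phase genes were high in both. Such orders can count a difference that these libraries share, so they are not a measure of chance alone. Chance cannot be excluded by this comparison. The highest other order, among these 15, gave 3334 genes, 226 of them after adjustment, which points to a structure of the samples whose cause was not tested. The clock list alone had its highest mean R-squared in the stated order, 0.834 against 0.796 for the highest other, and was first in 67.3% of resamples of its genes.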
